# Retinal pigment epithelium-specific CLIC4 mutant is a mouse model of dry age-related macular degeneration

**DOI:** 10.1038/s41467-021-27935-9

**Published:** 2022-01-18

**Authors:** Jen-Zen Chuang, Nan Yang, Nobuyuki Nakajima, Wataru Otsu, Cheng Fu, Howard Hua Yang, Maxwell Ping Lee, Armaan Fazal Akbar, Tudor Constantin Badea, Ziqi Guo, Afnan Nuruzzaman, Kuo-Shun Hsu, Joshua L. Dunaief, Ching-Hwa Sung

**Keywords:** Macular degeneration, Mechanisms of disease, Visual system

## Abstract

Age-related macular degeneration (AMD) is the leading cause of blindness among the elderly. Dry AMD has unclear etiology and no treatment. Lipid-rich drusen are the hallmark of dry AMD. An AMD mouse model and insights into drusenogenesis are keys to better understanding of this disease. Chloride intracellular channel 4 (CLIC4) is a pleomorphic protein regulating diverse biological functions. Here we show that retinal pigment epithelium (RPE)-specific *Clic4* knockout mice exhibit a full spectrum of functional and pathological hallmarks of dry AMD. Multidisciplinary longitudinal studies of disease progression in these mice support a mechanistic model that links RPE cell-autonomous aberrant lipid metabolism and transport to drusen formation.

## Abstract (web summary)

Age-related macular degeneration (AMD) is a leading cause of blindness and is characterised by the accumulation of lipid deposits, called drusen. Here, the authors show that mice lacking chloride intracellular channel 4 in retinal pigment epithelium have defective lipid processing in the eye and pathological features mirroring human AMD, including drusen formation.

## Introduction

Age-related macular degeneration (AMD) is the most common cause of vision loss in the elderly, with a global prevalence of ~200 million people^1^. Dry AMD is the predominant form of AMD. There is currently no treatment to slow its progression to the advanced form geographic atrophy (GA), which is characterized by the severe loss of retinal pigment epithelium (RPE) cells and photoreceptors. AMD is a complex disease involving both genetic and environmental contributions. The study of human genetics, epidemiology, and the donor eye pathologic investigation has linked AMD to lipid metabolism, lysosomal function, extracellular matrix (ECM) homeostasis, oxidative stress, and inflammation^2–5^. How these disparate pathways are integrated to present the clinical symptoms of AMD clinically is unclear. The lack of a reliable lab animal model is a major hurdle in current AMD research. Several mouse models previously developed based on genetic risks fail to fully recapitulate the AMD phenotypes, suggesting that genetic and/or pathway redundancy allows for function compensation^6,7^.

The RPE has been long suspected to be the primary lesion site of AMD though other theories exist^8^. The RPE cells form a polarized monolayer between the neural retina and the choroid, serving as the outer blood-retina barrier. Retinal adhesion and retina-RPE crosstalk rely on interdigitation between the RPE microvilli (MV) and the photoreceptor outer segments. The RPE cells, which do not undergo cell division, are responsible for visual pigment regeneration and recycling/degradation of phagocytosed outer segments through the animal’s entire life^9^. The convoluted basal plasma membranes of the RPE cells (basal infoldings) are juxtaposed to the organized ECM Bruch’s membrane (BrM). The BrM modulates the bidirectional material exchange between the RPE and blood circulation through the choriocapillaris. Drusen, lipid-rich deposits within the sub-RPE space and BrM, are the silent hallmark of dry AMD^10–12^. Although the composition of drusen is known^13^, the mechanism that initiates drusen formation and the lipid source of the drusen (RPE-born or blood-born) remains unclear.

Chloride intracellular channel 4 (CLIC4) is in the six-member CLIC family of proteins. Despite the name, its role as a channel remains controversial because crystallographic analyses showed that CLIC4 is a cytosolic protein and has a structure like the antioxidant enzyme omega-type glutathione-S-transferase. Purified CLIC4 recombinant proteins can insert into artificial liposomes in a redox-dependent manner^14,15^. The expression of CLIC4 is influenced by numerous endogenous or environmental factors, including transforming growth factor-beta 1 (TGF-β1), tumor necrosis factor (TNF), vascular endothelial growth factor (VEGF), glucocorticoids, and infection^16–19^. CLIC4 is metamorphic; it was localized to various subcellular compartments, such as the nucleus, cytosol, plasma membrane, and endolysosomes^20–24^. CLIC4 is pleiotropic, participating in a wide range of cellular functions, such as signal transduction, cell adhesion, cell migration, cell death, and gene regulation^16,17,25,26^.

Our lab previously showed that in macrophages CLIC4 has a role in innate immune response^16^. In polarized epithelial cells CLIC4 played a role in endosomal trafficking, cell morphogenesis, and ECM remodeling^22,23^. In rat RPE in vivo, silencing *Clic4* deformed the MVs and basal infoldings and weakened the RPE-retinal adhesion^24^. These and other previous findings prompted us to propose that CLIC4 performs multiple functions required for maintaining RPE homeostasis.

In this work, we show RPE-specific *Clic4* knockout (KO) mice (or RPE^∆*Clic4*^ mice) develop a full spectrum of functional, clinical, and histological hallmarks of dry AMD. Through biomarkers, transcriptomics, bioinformatics, and 3D electron microscopic (EM) analyses, we gained mechanistic insights into the primary subcellular and molecular lesions that drive AMD-like phenotypes. We shed light on the mechanism of drusen-like deposit formation by uncovering the previously unrecognized RPE export of lipid droplets (LDs) into BrM. Our results support a model that mechanistically links RPE cell-autonomous lipid dysregulation to drusen accumulation.

## Results

### RPE^∆*Clic4*^ mice show progressive decline in visual function

We generated the RPE^∆*Clic4*^ mice by multiple crosses between *Best1*-Cre^+/−^ mice and *Clic4* floxed allele homozygotes (*Clic4*^f/f^) (both on rd8-free, C57BL/6 J background). The resulting *Best1*-Cre^+/−^; *Clic4*^f/f^ were referred to as the RPE^∆*Clic4*^ (or KO) mice. Aged-matched *Best1*-Cre^−/−^; *Clic4*^f/f^ control (herein Ctrl), *Best1*-Cre^+/−^; *Clic4*^WT/WT^ (herein CreCtrl) and C57BL6/J wild-type (WT) mice were employed for comparison (Supplementary Table 1). The RPE-specific *Best1* promoter becomes active in ~10–15-day-old mice^27^. We experimentally confirmed the RPE-selective loss of *Clic*4 RNA and protein in 2-month-old (or older) KO mice (see later).

In human AMD, the rods are more vulnerable than cones^28^. Patients have greater loss of scotopic (vs. photopic) sensitivity and delayed rod-mediated dark adaptation from bright light. In correlation, the rod-mediated scotopic and cone-mediated photopic electroretinogram (ERG) assays showed that the KO mice had the earlier visual function decline in rods than in cones. Compared to the age-matched Ctrl mice (whose ERG also decline during normal aging as described for WT mice^29–31^), the KO mice showed significantly lower b-wave amplitudes of rod (Fig. 1a, Supplementary Fig. 1) and cone (Fig. 1b, Supplementary Fig. 1) ERG beginning at the 6-month and 9-month ages, respectively. The a-wave of the rod (Fig. 1c, Supplementary Fig. 1) and cone (Fig. 1d, Supplementary Fig. 1) ERG signals were detectably lower beginning at the 9-month- and 12-month age, respectively.

**Fig. 1:**
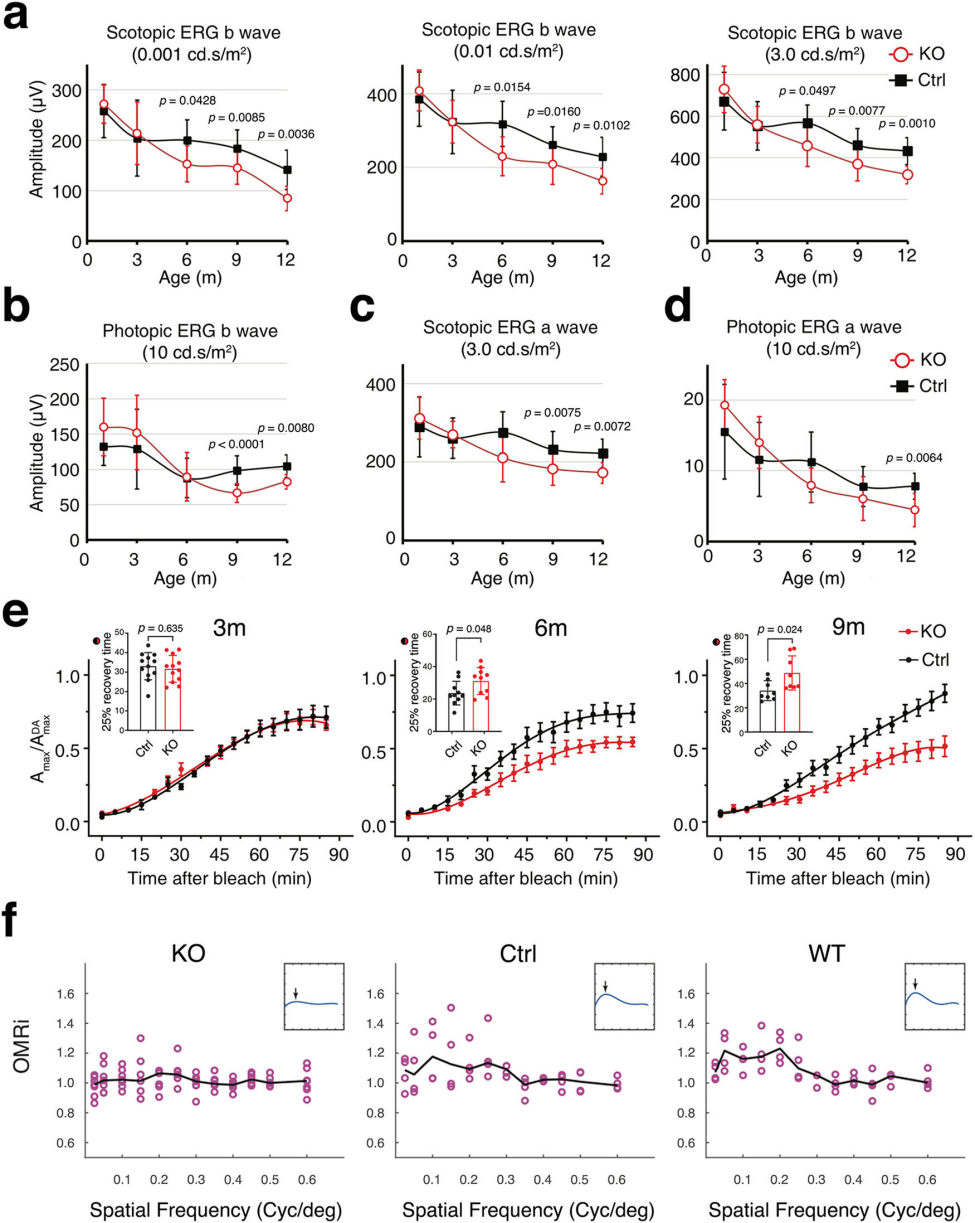
RPE^∆*Clic4*^ mice developed age-related vision loss. **a**–**d** The b-wave (**a**, **b**) or a-wave (**c**, **d**) amplitudes of the scotopic (**a**, **c**) and photopic (**b**, **d**) ERG response evoked by a flash of indicated stimulation intensity are presented. ERG values obtained from Ctrl (*N* = 6, 16, 8, 12, and 8 eyes for 1-, 3-, 6-, 9- and 12-month (m)-old mice respectively) and KO (*N* = 12, 16, 6, 14, and 8 eyes for 1-, 3-, 6-, 9- and 12-month-old mice, respectively) mouse eyes are shown as Means ± SD. Two-tailed student’s *t*-test. **e** KO mice had delayed photobleach recovery. After bleaching >90% of rhodopsin at time 0, the recovery of the scotopic ERG maximal a-wave (*A*_max_) at different time points is shown. Insets show the time required for recovering 25% of *A*_DAmax_ after bleaching. Results obtained from 3-month-old (*N* = 12 eyes), 6-month-old (*N* = 10 eyes), and 9-month-old (*N* = 8 eyes) Ctrl and KO mice are represented as Means ± SEM. Two-tailed student’s *t*-test. **f** OMR index (OMRi) dependency on stimulus spatial frequency, under scotopic conditions, maximal contrast, and optimal stimulus velocity (12 deg/s), for 9 ± 1.5-month-old KO (*N* = 7) and Ctrl (*N* = 4) mice as well as 7 ± 1.5-month-old WT (*N* = 4) mice. OMRi in *y*-axis measures the head movements in correct/incorrect direction. Cycles (cyc)/degree (deg) on the *x*-axis is a measure of spatial frequency. Black lines represent medians across all mice. Insets represent fourth-order polynomial fits, at the same scale as the original data. Arrows point at optimal spatial frequency. Source data of (**a**–**f**) are provided as Source Data.

To address the dark recovery rate of the KO mice, we measured the rod ERG responses after a bright illumination that bleached >90% of rhodopsin. These studies showed while the 3-month-old KO mice recovered well, the 6- and 9-month-old KO mice had impaired rod-mediated dark adaption (Fig. 1e). It took a significantly longer time for the latter to reach 25% of maximal sensitivity (inset, Fig. 1e).

We next tested the scotopic visual acuity of 9-month-old KO and Ctrl mice using the optomotor response (OMR;^32^ Fig. 1f; Supplementary Fig. 2). Although optimal spatial frequency was similar in KO and Ctrl mice, the optimal response amplitude (OMR index) was modestly affected (median at 0.2 spatial frequency = 1.07 (KO) vs 1.09 (Ctrl), *p* = 0.055, Kolmogorov-Smirnoff test). The mean OMR index of 7-month-old WT mice was 1.23 (Fig. 1f, Supplementary Fig. 2). The spatial frequency threshold for KO mice was 0.51 cycle/degree compared to 0.34 cycle/degree in Ctrl mice. These results overall suggested that the KO mice display visual function defects.

### The clinicopathology of RPE^∆*Clic4*^ mice mimics AMD

We used fundoscopy and spectral-domain optical coherence tomography (SD-OCT) to perform a longitudinal examination of the mice, beginning from 2–3-month-old and at intervals of every ~3 months. We found that the 2–3-month-old KO mice already displayed whitish-yellow amorphous lesions (Fig. 2b), which were absent from the Ctrl mice regardless of age (Fig. 2a, c, e, Supplementary Fig. 3a). As time progressed, the fundus lesion size increased and the lesion shape evolved. The fundi eventually had hypo/hyper-pigmented mosaic appearance (Fig. 2d, f, Supplementary Fig. 3b).

**Fig. 2:**
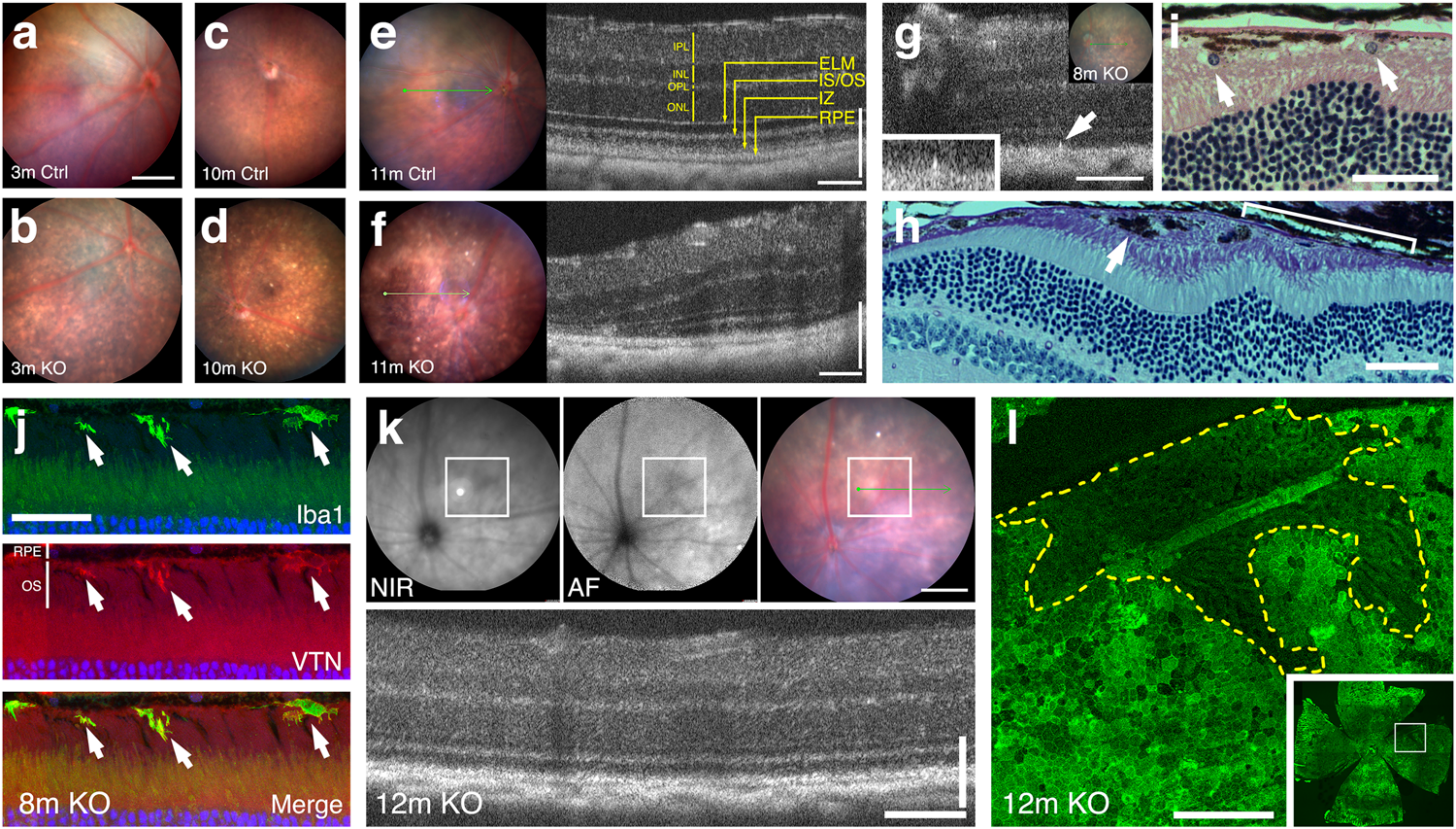
RPE^∆*Clic4*^ mice progressively develop histopathological features resembling intermediate and advanced AMD. **a**–**g** Fundus and OCT images of Ctrl (**a**, **c**, **e**) and KO (**b**, **d**, **f**, **g**) mice of indicated ages in months (m) are shown. IPL inner plexiform layer, INL inner nuclear layer, OPL outer plexiform layer, ONL outer nuclear layer, ELM external limiting membrane, IS/OS inner segment/outer segment, IZ interdigit zone of RPE/outer segment. **g** Highlights the wedge-shaped hyperreflectivity extending from the RPE toward the outer segment region (arrow, inset). **h**, **i** H&E (**i**) and Toluidine blue (**h**) stained retinal sections >12-month-old KO mice reveal the subretinal expression of pigmented (**h**) and non-pigmented (**i**) cells, as well as the RPE-free zone (bracket). **j** Confocal images show the overlapped Iba1 and vitronectin (VTN) staining distributed between RPE and outer segments (arrows) in a 6-8-month-old KO mouse. **k**, **l** shows the near-infrared (NIR), autofluorescence (AF), color fundus and OCT images (in **k**) as well as the F-actin stained wholemount (**l**) of the same KO mouse eye. **l** The en face view of the region corresponding to the reduced autofluorescence (boxed in **k** and **l** inset). The enlarged image of this region reveals an RPE-free zone (dashed line) from which the underlying choroidal vessels are visible. Nearby dark patches (due to the RPE cell loss) are also discernable. Representative images of more than three independent experiments (of **a**–**g**; also see Supplementary Table 1) and three independent experiments (of **h**, **i**) are shown. Bars = 400 (fundus photographs in **a**–**f**, **k**), 100 (OCT images in **e**, **f**, **g**, **k**), 50 (**h**), 40 (**I**, **j**), and 200 (**l**) μm.

The SD-OCT of the KO mice showed retinal lesions around age 6 months. The RPE layers had increased reflectivity. Hyperreflective subretinal foci of variable size and shape were also observed (Fig. 2f, g). Retinal sections stained with histological dye Toluidine blue (Fig. 2h), as well as hematoxylin and eosin (H&E) (Fig. 2i) revealed both non-pigmented and pigmented cells localized in the subretinal space (Fig. 2h, i). The former likely corresponds to the infiltrated CD45^+^/Iba1^+^ macrophages or migrated microglia (Supplementary Fig. 3c). The subretinally-expressed Iba1 signal sometimes extended into the outer segments and had an extensive overlap with vitronectin (Fig. 2j), a feature shared by subretinal drusenoid deposits (aka reticular pseudodrusen) of human AMD eyes^33^. We estimated the number of infiltrating macrophages and/or microglia by counting the circular bright spots in the fundus images (Supplementary Fig. 3d). The quantification studies showed that the macrophages and/or microglia infiltration peaked at 6–9-month of age and then tapered off (Supplementary Fig. 3d). In contrast, the number of subretinally localized pigmented cell bodies, including the RPE cells that have migrated into the subretinal space, significantly increased during aging (Supplementary Fig. 3e).

The SD-OCT and histologically stained retinal sections showed that ~12-month-old or older KO mice had focal thinning of the outer nuclear layer, indicating photoreceptor cell death (Fig. 2f, h, i). KO mice also had the regional loss of RPE cells and possible choroidal vessel abnormalities (Fig. 2h, i, k). Heidelberg imaging revealed the KO mouse fundus exhibited patches of reduced autofluorescence (Fig. 2k). The correlative studies of F-actin-stained RPE whole mounts suggested that the reduced fundus autofluorescence corresponded to areas having massive RPE cell death (Fig. 2l). Large RPE-free zones revealed the underlying choroidal vessels (dashed lines; Fig. 2l). Small RPE-free patches were also broadly observed. Thus, like human GA, KO mice exhibited severe RPE- and photoreceptor cell death.

All the phenotypic changes described above were consistently associated with the KO mice but negligible in the aged-matched Ctrl (Supplementary Figs. 1, 2, 3a, 3f), CreCtrl (Supplementary Figs. 3a, 3g), and WT mice (Supplementary Fig. 2; also see Supplementary Table 1), though there was some degree of variation in terms of phenotypic severity between KO mice.

### KO mice have early-onset RPE cell morphology alteration and cell death

The retina-RPE-choroid complex of the WT mice broadly expressed CLIC4, albeit its intensity varied among regions (Supplementary Fig. 4a). In the RPE, CLIC4 appeared as bright puncta distributed in the ezrin-labeled RPE microvilli (MVs; Fig. 3a; Supplementary Figs. 4a–b). The MV-expressed CLIC4 puncta had an extensive overlap with Lamp2 (a marker for late endosomes, lysosomes^34^) (Supplementary Fig. 4b). In the KO mice, the CLIC4 staining in the RPE largely disappeared, whereas its choroid staining remained. In the CLIC4 deficient RPE cells, the ezrin-labeled MVs collapsed and appeared as an apical “band” (Fig. 3b); the residual Lamp2 was detected at the basal side instead (Supplementary Fig. 4b); These light microscopic changes were concurrent with the loss of CLIC4, happening at ~2–months of age. Transmission EM (TEM) confirmed the deformed MVs and revealed reduced interdigitation between the tilted MVs and outer segments (Fig. 3d vs. c).

**Fig. 3:**
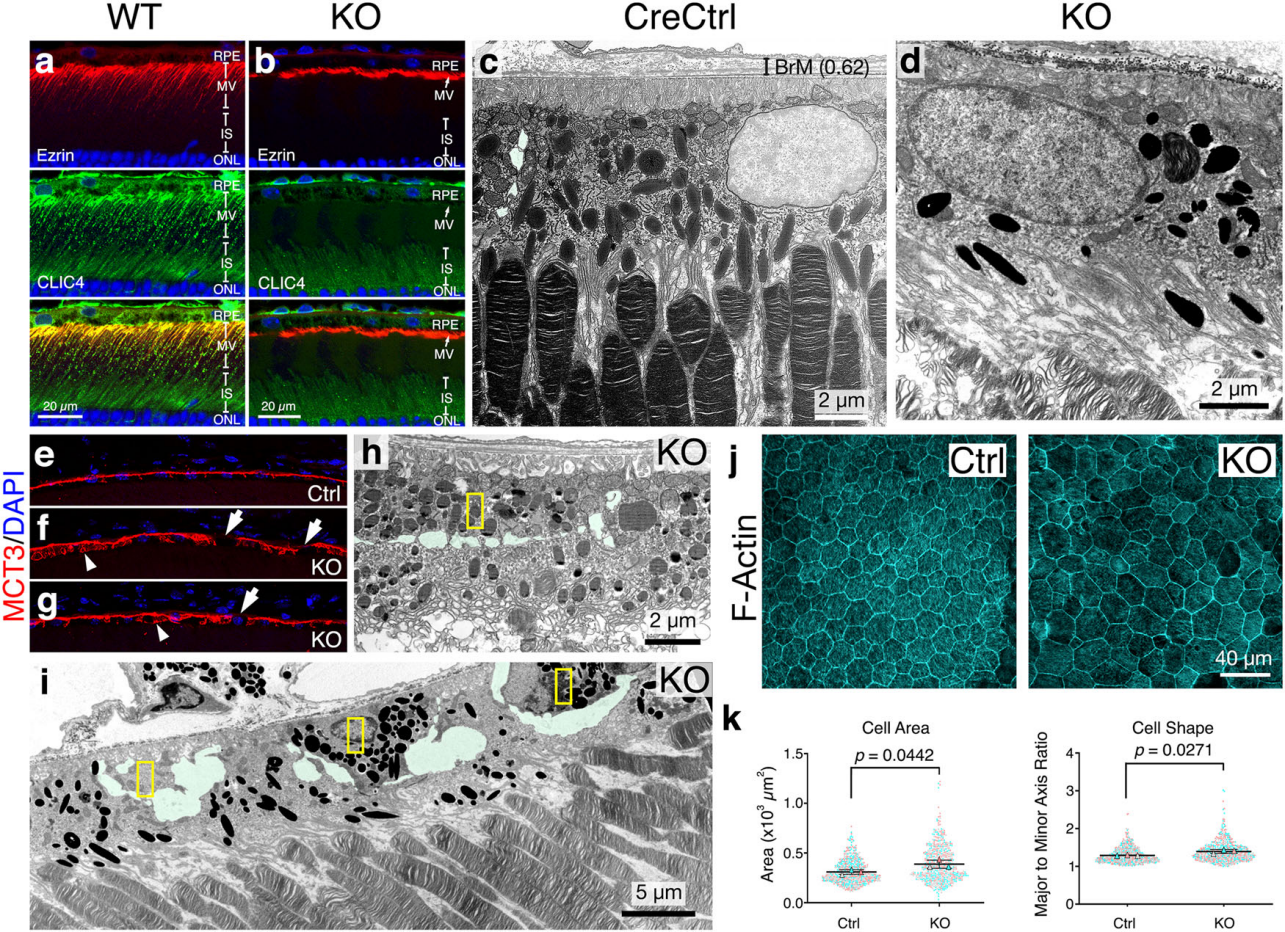
Young RPE^∆*Clic4*^ mice had altered epithelial cell features and increased RPE dropout. **a**, **b** Representative confocal images of 3-month-old WT and KO mouse retinal staining for ezrin and CLIC4. **c**, **d** Representative electron micrographs of 6-month-old CreCtrl (**c**) and 3-month-old KO (**d**) mice. **e**–**g** Representative MCT3 staining of 3-month-old Ctrl mice (**e**), as well as 3- (**f**) and 6-month-old (**g**) KO mice. Arrows point to the loss of basal MCT3. Arrowheads marked the abnormal circular signals of MCT3 that indicated the RPE dropouts. **h**, **i** Representative TEM images of 6-month-old KO mouse retinal sections. Yellow asterisks mark the RPE dropouts, which were surrounded by extracellular spaces (highlighted in green). The remaining RPE cells cell bodies have expanded and migrated to cover the RPE-retinal interfaces. **a**–**i** are representative images of three independent experiments. **j** Representative *en face* views of the 6-month-old Ctrl and KO mouse RPE flat mounts stained for F-actin. **k** Quantification of (**j**). Mean ± SD of the cell area and cell shape of Ctrl and KO mouse RPE cells are shown (600 cells examined over three mouse eyes). Two-tailed Student *t*-test. Source data of (**k**) are provided as a Source Data file.

The basal side of the RPE cells was also detectably affected in this phase of the disease. The basolateral plasma membrane expression of the monocarboxylate transporter 3 (MCT3 or SLC16A8) was often missing (Fig. 3e–g). The unusual circular-shaped MCT3 staining likely reflects RPE dropout (Fig. 3f, g). Supporting this, TEM revealed abundant dying cells, whose shrunken cell bodies were enveloped by the extracellular space (Fig. 3h, i). Morphologically characteristic autophagosomes were increasingly observed at the basal side of the monolayer (Supplementary Figs. 5a, b). The vacated “apical” spaces resulting from the RPE dropout were covered by the neighboring cells, perhaps through expansion of their cell bodies, modifying their cell–cell junctions, or through cell migration. Furthermore, the deconvolution of the basal infoldings and the enlargement of the extracellular sub-RPE spaces were conspicuous in the KO mice (Supplementary Fig. 5b, see later Fig. 6c–f).

We used the altered cell shape and cell size (via F-actin staining) as surrogates to quantify the RPE dropout in 6-month-old KO mice. The KO (vs. Ctrl) mouse RPE cells had a more variable cell shape and were larger in average (Fig. 3j, k). However, the cell shape and cell size of different regions (temporal, nasal, superior, and inferior) of the KO mouse RPE cells were not significantly different (Supplementary Fig. 5c). We also stained the RPE sheets for Cre and demonstrated its broad expression in the KO mice of 3-month-olds (Supplementary Fig. 5d).

### Transcriptional reprogramming caused by CLIC4 deficiency mimics AMD risks

Next, we performed RNAseq analyses to gain mechanistic insights into the observed RPE lesions. To focus on the early cell-autonomous effects, we isolated RNA from the purified RPE cells of the 3-month-old mice. 

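For the RNAseq, RPE cells of both eyes were collected from 14 male mice at 3 months of age, and a stranded library of poly(A) RNA was sequenced for each mouse with paired-end reads on an Illumina NovaSeq. The mice form 3 sets that share no library, and each set has KO mice of its own (Best1-Cre+/-;Clic4f/f). The WT set has 3 KO and 3 WT (C57BL6/J) mice. The Ctrl set has 2 KO and 2 Ctrl mice (Clic4f/f), which carry the floxed alleles without Cre. The CreCtrl set has 2 KO and 2 CreCtrl mice (Best1-Cre+/-), which carry Cre without the floxed alleles. Control genotype and set go together, so a difference between control genotypes and a difference between sets cannot be told apart. The authors aligned the reads to GRCm38 with STAR and deposited the number of reads counted on each Ensembl gene, without normalization. The paper's text does not name the tool that counted them, whether it used the strand, or the annotation release. The deposited counts of a library sum to 9828293 to 12363580 in the WT mice (median 10358693) and to 16040454 to 16370963 in the KO mice of their set (median 16239754). The Ctrl libraries sum to 14276129 and 28581114 and the KO libraries of their set to 16645404 and 18089350. The CreCtrl libraries sum to 22251155 and 14116835 and the KO libraries of their set to 26134166 and 32384166. Gene names and positions were taken from GENCODE M21, which holds 42329 of the 42687 genes counted. KO mice were compared with the control mice of their own set by edgeR's quasi-likelihood test on TMM-normalized counts, over the genes kept by edgeR's filterByExpr, which were 15428 in the WT set, 15287 in the Ctrl set and 15963 in the CreCtrl set. Genes with an adjusted p-value (Benjamini-Hochberg) under 0.05 and a fold change above 1.5 were taken as DEGs. Expression is given as CPM, scaled with the TMM factors of the set except where stated.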

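Clic4, the targeted gene (ENSMUSG00000037242, chromosome 4 of GRCm38, 135213969 to 135272814, minus strand, 5 exon blocks), had 244 ± 4.20 CPM (SD, n = 3) in WT and 24.4 ± 7.52 CPM (SD, n = 3) in KO libraries of the WT set. Its log2 fold change there was -3.32 (standard error 0.22, adjusted p = 3.33e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the Ctrl set it fell from 64.3 ± 6.89 CPM (SD, n = 2) to 21.0 ± 16.4 CPM (SD, n = 2), a log2 fold change of -1.61 (standard error 0.58) that did not pass the threshold (adjusted p = 0.333 from edgeR's test). In the CreCtrl set it fell from 97.5 ± 15.6 CPM (SD, n = 2) to 21.8 ± 12.2 CPM (SD, n = 2), a log2 fold change of -2.16 (standard error 0.36, adjusted p = 0.0132 from edgeR's test). Every KO library had fewer Clic4 transcripts than every control library of its set. A two-sided exact permutation test cannot give a p below 0.1 for 3 mice against 3 or below 0.333 for 2 against 2. Scaling by library size alone moved the log2 fold change of the WT set most, to -3.56. In the Ctrl set it was -0.98 without KO replicate 1 and -2.77 without KO replicate 2. When every gene with at least 1 count was kept, the adjusted p of the Ctrl set was 2.62e-05, against 0.0704 (DESeq2's Wald test) to 0.352 (edgeR with RLE normalization) under the other alternatives. The KO libraries also carried fewer transcripts of 10 fibroblast markers, with a median log2 fold change of -4.02 in the WT set, -2.93 in the Ctrl set and -3.56 in the CreCtrl set. Across the 7 control libraries Clic4 rose with these markers, and all 7 KO libraries (6 on the log2 scale) lie within the 95% prediction interval of that line, which reaches below the fibroblast levels of the controls and is wide there, from 7.71 to 84.3 CPM (scaled over all 14 libraries) at the mean level of the KO libraries.

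**Figure D1:**
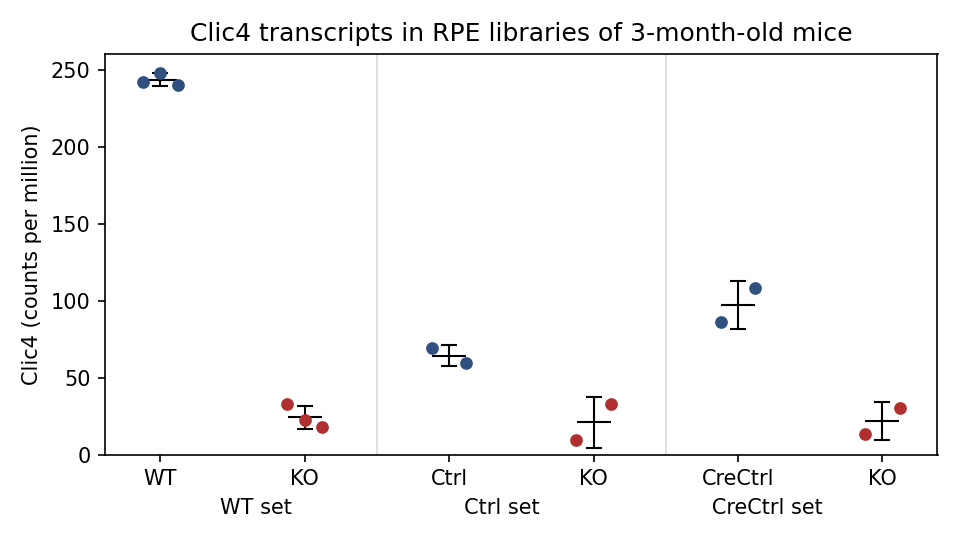
Clic4 in CPM (vertical axis) in each of the 14 libraries (points), by set and genotype (horizontal axis), with the mean and SD of each group. The 3 WT libraries lie between 240 and 249 CPM, the Ctrl and CreCtrl libraries between 59.4 and 109 CPM, and the 7 KO libraries between 9.40 and 32.7 CPM.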

The RPE purity was supported by the enrichment of RPE65 mRNA using qPCR (Fig. 4a). Conversely, the mRNAs of the rod-expressed protein, rhodopsin, and the choriocapillaris fenestrate expressed protein, plasmalemma vesicle-associated protein (PLVAP), were predominantly expressed in the purified retinas and choroids/sclera, respectively (Fig. 4a). The significant loss of *Clic4* mRNA in the KO RPE cells, compared to either the Ctrl, CreCtrl, or WT was validated by qPCR (Supplementary Fig. 6a).

**Fig. 4:**
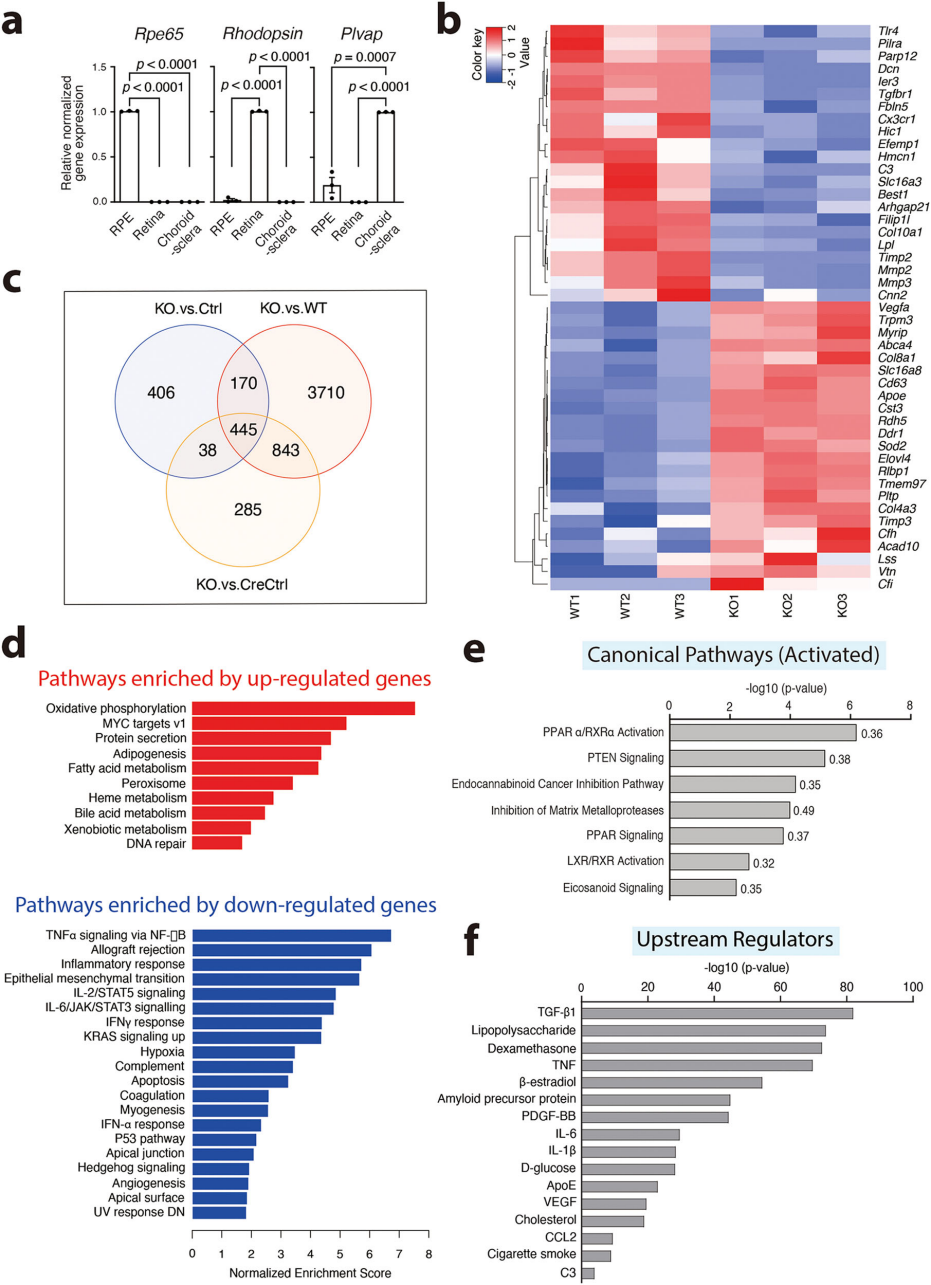
CLIC4 deficiency causes transcriptomic reprograming and pathway changes in RPE cells. **a** Tissue-specific RNA enrichment. qPCR results of the indicated genes (Rho: rhodopsin) using RNAs isolated from RPE, retina, or choroid-sclera cups of WT mice as templates. Data are shown as means ± SEM of *n* = 3 biologically independent experiments. Two-tailed Student’s *t*-test. **b** The heat map depicts the AMD risk genes whose expression level was significantly different between the KO and WT mouse RPE cells (*n* = 3 independent experiments). **c** Venn diagrams showing the numbers of three sets of DEGs (FDR < 0.05) from comparisons of KO vs. WT, Ctrl, and CreCtrl. **d** GSEA identified 30 significant Hallmark pathways (FDR < 0.05) in which 10 were upregulated and 20 were downregulated. These pathways were shared by all three groups (KO vs. WT, Cre, CreCtrl). The absolute normalized enrichment scores from the comparison KO vs. CreCtrl are shown. **e**, **f** Examples of IPA-identified enriched activated canonical pathways (**e**) and upstream regulators (**f**). The *P*-values (**e**, **f**) and the ratios (**e**) from the KO vs. WT group are shown. Source data of (**a**, **b**) are provided as a Source Data file.

Our mouse RPE transcriptomes detected the expression of 65 out of 74 reported AMD risk genes. 

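Cfhr3 (ENSMUSG00000090623, chromosome 1 of GRCm38, 139584783 to 139660899, minus strand, annotated as an unprocessed pseudogene) had 0 counts in all 14 libraries. A count of 0 allows up to 3 counts, which is 0.305 CPM in the library with the lowest total and 0.0926 CPM in the library with the highest. This limit covers counting error only, and transcripts below it were not detectable at this depth. How the authors' counting treated reads shared between similar genes is not stated in the paper's text, so the zeros are uncertain for such reads. The mouse orthologue of C20orf85 was not analysed here.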

The mouse orthologues of human *CFHR1*, *CFHR3*, and *C20orf85* genes had little or no expression in RPE cells. Six human AMD risk genes (*TNFRSF10A, ARMS2, MMP1, RAX2, PILRB, CETP*) have no mouse orthologues. 

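Of the 45 AMD-risk genes in the source data of Fig. 4b, 44 had enough reads to be tested in the WT set, and 42 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test over all genes, 22 of them higher and 20 lower in KO than in WT libraries. Adjusted over the list alone, 44 passed, which is not independent evidence, since the study chose the list on these libraries. All 3 KO libraries lay above all 3 WT libraries for 22 of the genes and below them for 21, where chance gives 10% of genes. Among the 10 splits of the 6 libraries into 3 and 3, only the true one called any of these genes. The separation of the libraries and the splits are not independent evidence either, since the list was chosen on the true split. The number called fell most when a library was left out, to 36 without WT replicate 1, WT replicate 3 or KO replicate 2 of the WT set, and it was 45 of 45 with DESeq2. The genes tested but not called were Cnn2, with a log2 fold change of -0.57 (adjusted p = 0.0506 from edgeR's test), and Best1, with -1.82 (adjusted p = 0.0616 from the same test). Of the 3 KO libraries, 2 lay below all WT libraries for Cnn2 and 3 for Best1, and both genes passed with DESeq2. Among the 7 KO libraries of the 3 sets, KO replicate 2 of the WT set stood apart with more Cnn2, and KO replicate 2 of the Ctrl set with more Best1. In KO vs. Ctrl, edgeR's test called 0 of the 45 genes, and 2 when adjusted over the list alone, with 10 at an unadjusted p under 0.05. The 0 depends on the tool, since DESeq2 called Mmp2 and C3 of this list, among others not counted here. In KO vs. CreCtrl, edgeR's test called 18 (5 higher, 13 lower), and 25 when adjusted over the list alone. The log2 fold change had the sign of KO vs. WT for 36 genes in KO vs. Ctrl and for 39 in KO vs. CreCtrl. Fibroblast markers were lower and RPE markers higher in the KO libraries of all 3 sets.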

Interestingly, the expression of 45 risk genes was significantly altered in the KO (vs. WT) RPE cells (adjusted *P*-value (*P*adj) < 0.05). The heat map and the hierarchical clustering reflect these changes (Fig. 4b). These genes encode proteins responsible for diverse functions, such as cell adhesion/cytoskeleton reorganization (ARHGAP21, HMCN1, VTN, CNN2), cell death (IER3, HIC1, DCN), lysosomal function (CST3 CD63), lipid metabolism (ApoE, ELOVL4, LPL, LSS, ACAD10,P LTP, TMEM97), ECM homeostasis (MMP2, MMP3, DCN, COL10A1, COL8A1, COL4A3, TIMP2, TIMP3, DDR1, EFEMP1, FBLN5), innate immunity/inflammation (PILRA, C3, TLR4, CFH, CFI, CX3CR1, VTN, CNN2), visual cycle (RLBP1, RDH5), oxidative stress (SOD2), angiogenesis (VEGFA, FILIP1L), surface signaling/metabolism (BEST1, TRPM2, SLC16A3, SLC16A8, ABCA4, TGFBR1, PARP12), and vesicular trafficking (MYRIP). 

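In KO vs. WT, the log2 fold changes of the genes called lay between 0.52 (Timp3) and 2.37 (Cst3) for those that rose, and between -5.09 (Col10a1) and -0.62 (Arhgap21) for those that fell, leaving out Pilra. Cst3 (ENSMUSG00000027447, chromosome 2 of GRCm38, 148871722 to 148875692, minus strand) rose from 2655 ± 923 CPM (SD, n = 3) in WT to 13715 ± 585 CPM (SD, n = 3) in KO libraries, with a standard error of 0.25 on the log2 scale (adjusted p = 2.00e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Dcn (ENSMUSG00000019929, chromosome 10 of GRCm38, 97479609 to 97518143, plus strand) fell from 3254 ± 120 CPM (SD, n = 3) to 136 ± 86.0 CPM (SD, n = 3), a log2 fold change of -4.58 (standard error 0.44, adjusted p = 1.28e-04 from edgeR's test), and is 1 of the 10 fibroblast markers. All 3 KO libraries lay on the same side of all 3 WT libraries for both genes. Of the genes for cell adhesion, the log2 fold change was -4.19 for Hmcn1 and 1.75 for Vtn. Of those for cell death, it was -2.90 for Ier3, which also belongs to a list of immediate-early genes, and -3.43 for Hic1. Cd63 (1.25) of the lysosome, Rlbp1 (1.37) and Rdh5 (1.49) of the visual cycle, Sod2 (1.30) and Myrip (1.56) rose in log2 fold change. So did Elovl4 (2.03), Pltp (1.46), Tmem97 (1.40), Acad10 (1.24) and Lss (0.66) of lipid metabolism. The list of RPE markers rose by a median of 1.73 in KO vs. WT, and 3 of its genes are AMD-risk genes. For the AMD-risk genes that rose, a change within RPE cells therefore cannot be told apart here from a lower share of other cells. Genes of ECM homeostasis went both ways, with Mmp3 (-2.82), Efemp1 (-2.01), Fbln5 (-0.84) and Timp2 (-0.79) lower and Col8a1 (1.54), Col4a3 (1.05) and Ddr1 (0.75) higher. Of the genes for immunity, Tlr4 had a log2 fold change of -2.29. Pilra had at most 2 counts in any KO library of the set and was at least 16.4-fold lower than in WT libraries. Cfi had 0 counts in every WT library, too few to be tested, and was at least 3.99-fold higher in KO libraries, where KO replicate 1 stood apart. Slc16a8 (1.06) and Abca4 (1.30) rose, and Slc16a3 (-2.82), Tgfbr1 (-1.68), Parp12 (-0.83) and Filip1l (-2.30) fell. Trpm2 had a log2 fold change of -2.68 (standard error 1.18) and was not called (adjusted p = 0.116 from edgeR's test) except with DESeq2, while Trpm3, the member of its family in the source data of Fig. 4b, had 1.25. The calls lost, with the adjusted p-value of the edgeR test, were Vtn (0.0802), Tlr4 (0.0889), Filip1l (0.0503), Arhgap21 (0.0544) and Lss (0.120) without WT replicate 1, Timp3 (0.0886), Mmp3 (0.0745), Vtn (0.107), Filip1l (0.0911) and Lss (0.119) without WT replicate 2, Col4a3 (0.0516), Mmp3 (0.0903), Tlr4 (0.0556) and Filip1l (0.0854) without WT replicate 3, Vtn (0.0535), Tlr4 (0.0710), Arhgap21 (0.0942) and Lss (0.0944) without KO replicate 1, Pilra (0.0513), Mmp3 (0.0940), Vtn (0.0594), Filip1l (0.0543), Arhgap21 (0.0573) and Lss (0.0836) without KO replicate 2, Vtn (0.0596) and Arhgap21 (0.0598) without KO replicate 3, Timp3 (0.144), Vtn (0.0550) and Lss (0.165) with library size alone, and Arhgap21 (0.0523) in the fit of all 14 libraries together. The KO effect on Hmcn1, Cst3, Myrip, Pltp, Col8a1, Trpm3, Abca4, Sod2, Ddr1, Elovl4 and Fbln5 differed between the WT set and the Ctrl set, and that on Rdh5, Cst3 and Timp2 between the WT set and the CreCtrl set, in tests of the difference itself. Rdh5 overlaps Bloc1s1 on the same strand, and exons of Hmcn1, Pltp, Col10a1, Trpm3, Ddr1, Col4a3, Timp3, Pilra and Lss overlap genes of the other strand, so their counts are uncertain by the reads that such genes share.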

We used qPCR to confirm the reduced expression of *Mmp2, Dcn*, and *Ler3* in the KO mouse RPE cells (Supplementary Fig. 6b). The transcripts of several cytokines/cytokine receptors previously linked to AMD pathogenesis (e.g., *Ccl2*, *Ccr2*, *Cx3cr1*^35^) were also significantly altered in the KO RPE cells (Supplementary Fig. 6c). These results showed that CLIC4 deficiency had a broad impact on the expression of a cohort of AMD-linked genes.

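In KO vs. WT, Ccl2 (ENSMUSG00000035385, chromosome 11 of GRCm38, 82035571 to 82037453, plus strand) fell from 31.9 ± 5.42 CPM (SD, n = 3) to 5.97 ± 7.42 CPM (SD, n = 3), a log2 fold change of -2.42 (standard error 0.78, adjusted p = 0.0409 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). KO replicate 1 stood apart from the other KO libraries with more Ccl2, and without it the log2 fold change was -4.19. The call was lost with any other library of the set left out (adjusted p-values of 0.0771 to 0.110 from edgeR's test). Ccr2 (ENSMUSG00000049103, chromosome 9 of GRCm38, 124101950 to 124113557, plus strand) fell from 8.88 ± 1.47 CPM (SD, n = 3) to 0.156 ± 0.271 CPM (SD, n = 3), a log2 fold change of -5.74 (standard error 1.22, adjusted p = 0.00669 from edgeR's test). All Ccr2 counts of the KO libraries came from KO replicate 1, so the size of the fall rests on that library. Cx3cr1 (ENSMUSG00000052336, chromosome 9 of GRCm38, 119901616 to 120069879, minus strand) fell from 21.5 ± 8.18 CPM (SD, n = 3) to 1.82 ± 1.61 CPM (SD, n = 3), a log2 fold change of -3.56 (standard error 0.98, adjusted p = 0.0219 from edgeR's test), and lost the call without WT replicate 1 (0.0651), WT replicate 3 (0.0847) or KO replicate 2 (0.0563). All 3 KO libraries lay below all 3 WT libraries for each of these genes. Against CreCtrl mice the log2 fold changes were -2.58 for Ccl2, -3.26 for Ccr2 and -2.79 for Cx3cr1, each called by edgeR's test and none in the fit of all 14 libraries together. Against Ctrl mice they were -2.87, -1.34 and -0.92 in the same order, and none was called. There DESeq2 and the fit of all genes with at least 1 count called Ccl2, which was -4.97 without KO replicate 2, and without Ctrl replicate 1 Ccr2 was -0.14 and Cx3cr1 0.52. Transcripts of fibroblast markers were lower in the same KO libraries in all 3 sets, and transcripts of myeloid markers in the WT and CreCtrl sets.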

The three comparisons between the RPE transcriptomes of KO vs. Ctrl, CreCtrl, and WT mice revealed 1059, 1611, and 5168 differentially expressed genes (DEGs; *P* < 0.05, fold change (FC) > 1.5), respectively, and they shared 445 common DEGs (FDR < 0.05) (Fig. 4c). 

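Under the thresholds given for DEGs, edgeR called 4887 genes in KO vs. WT, 2171 higher and 2716 lower in KO libraries. It called 2498 genes in KO vs. CreCtrl, 552 higher and 1946 lower. In KO vs. Ctrl it called 0 genes, while 1846 of the 15287 tested had an unadjusted p under 0.05, 1829 of them with a fold change above 1.5. No gene was therefore a DEG of all 3 comparisons, and 1739 genes were DEGs of both KO vs. WT and KO vs. CreCtrl. At an unadjusted p under 0.05 with the same fold change, 840 genes were common to the 3 comparisons, of which 836 changed in the same direction and 825 were lower in KO libraries throughout. The tool and the filter moved both sets of 2 against 2. In KO vs. Ctrl, DESeq2 called 1191 genes (10 higher, 1181 lower) and edgeR on all genes with at least 1 count called 1658 (26 higher, 1632 lower). In KO vs. CreCtrl the numbers were 3468 and 4287 in the same order. The fit of all 14 libraries together gave 647 in KO vs. Ctrl and 703 in KO vs. CreCtrl. With DESeq2 519 genes were common, 517 of them lower throughout. On simulated counts at the depths of the Ctrl set, with 200 genes changed, edgeR called 91 of these and 2 others. DESeq2 called 101 of them and 12 others. The simulation set the same spread between mice for every gene and changed only well-counted genes. It shows that 2 mice against 2 can give calls, but not how many could be made at the spread of these mice. With library size alone in place of TMM, the median log2 fold change of all genes tested was -0.32 in the WT set, -0.11 in the Ctrl set and -0.24 in the CreCtrl set, and the share of DEGs that were higher went from 44.4% to 28.3% in KO vs. WT (1417 higher, 3585 lower) and from 22.1% to 6.13% in KO vs. CreCtrl (176 higher, 2694 lower). Among the 10 splits of the 6 libraries of the WT set, only the true one gave any DEG. When the 7 KO libraries were compared with the 7 control libraries in one fit with the set as a covariate, 4148 of 14925 genes were DEGs, 1641 higher and 2507 lower. A score of the fibroblast markers, lower in KO libraries in all 3 sets, was added to that fit as a covariate. It left 0 DEGs, with 561 genes at an unadjusted p under 0.05. The score lay between 3.50 and 6.00 in KO libraries and between 6.37 and 9.10 in controls, so it nearly follows KO. That fit therefore cannot tell a lower share of fibroblasts from an effect of the KO.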

The disparity in the number of DEGs between groups might reflect the dissimilarity of their genetic backgrounds. 

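The effect of the KO was set against itself between sets in one edgeR fit of the 14 libraries as 6 groups. Of 17662 genes tested, 909 had an effect in the WT set that differed from that in the Ctrl set (adjusted p-value under 0.05, Benjamini-Hochberg), 766 with a higher and 143 with a lower log2 fold change in the WT set. With RLE in place of TMM normalization the number was 596. Between the WT set and the CreCtrl set, 264 genes differed (198 higher, 66 lower), and 487 among genes with at least 10 counts in every library. Between the Ctrl set and the CreCtrl set 0 genes differed, with 1545 at an unadjusted p under 0.05. Across the genes tested in both, which are not independent replicates, the log2 fold changes of the WT set correlated with those of the CreCtrl set at Pearson's r = 0.74 (14984 genes) and with those of the Ctrl set at r = 0.40 (14602 genes). Those of the Ctrl and CreCtrl sets correlated at r = 0.36 (14822 genes). Restricting the genes to those with at least 10 counts in every library moved the r of the WT and Ctrl sets most, to 0.63. The sets share no library, so no common control raises these values, and each set holds controls of a single genotype.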

DAVID analysis of the 445 common DEGs revealed 34 significantly enriched KEGG pathways (*P* < 0.05). Supplementary Fig. 6d showed a partial list of these pathways. Based on the upregulated or downregulated genes in the ranked gene lists, Gene Set Enrichment Analysis (GSEA) identified 30 Hallmark pathways that were significant (FDR < 0.05) and shared among the three groups (Fig. 4d). 

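Because the Hallmark collection was not used here, 10 gene sets for processes that the paper names were fixed by gene symbol and tested with limma's camera (inter-gene correlation of 0.01, Benjamini-Hochberg over the 10 sets) on the log2 CPM of each comparison. It called 9 sets in KO vs. WT, 8 in KO vs. Ctrl and 7 in KO vs. CreCtrl. Only the PPAR/RXR/LXR targets went uncalled in all 3. The preset correlation decides these counts, since camera with a correlation estimated from the data called 0 sets in each comparison. Every adjusted p-value from camera given for a single set rests on the preset correlation too, except where stated. The rotation test fry called 8 sets in KO vs. WT, losing the ribosomal proteins, 0 in KO vs. Ctrl, and 5 in KO vs. CreCtrl, where it lost complement, beta-oxidation and oxidative phosphorylation and gained the peroxins. Among the 10 splits of the 6 libraries of the WT set, 3 called as many sets as the true one, itself included. With library size alone, no set's median log2 fold change changed its sign in any comparison.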

We also subjected the DEGs of the individual group to Ingenuity Pathway Analysis® (IPA). The three groups shared 154 enriched canonical pathways; Fig. 4e and Supplementary Fig. 6e showed, respectively, examples of the activated and inhibited pathways.

The transcriptome bioinformatics analyses indicate that CLIC4 deficiency affects a myriad of biological processes. These include the pathways modulating oxidative states (e.g., oxidative phosphorylation, hypoxia, peroxisome activity), lipid metabolism (e.g., adipogenesis, fatty acid metabolism), cell-matrix interaction, epithelial-mesenchymal transition (EMT), protein secretion, inflammation (e.g., complement, IL-1, TNF-α/NF-kB, IL-6), apoptosis, signal transduction (e.g., MAPK, TP53), and actin cytoskeleton rearrangement. These results suggest that CLIC4 is a central node that harnesses the complex cellular and signaling pathway networks that maintain RPE homeostasis.

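Of 79 subunits of oxidative phosphorylation tested in KO vs. WT, 79 were higher in KO libraries and 71 were DEGs, with a median log2 fold change of 1.30 (adjusted p = 3.55e-26 from camera). The median was 0.36 in KO vs. Ctrl (adjusted p = 2.01e-09 from camera, 76 of 78 higher, 0 DEGs). It was 0.34 in KO vs. CreCtrl (adjusted p = 6.11e-07 from camera, 72 of 79 higher, 1 DEG). These p-values rest on the preset inter-gene correlation. With the correlation estimated from the data, camera gave adjusted p-values of 0.156, 0.449 and 0.566 in KO vs. WT, Ctrl and CreCtrl. The 17 peroxins had median log2 fold changes of 0.43, 0.20 and 0.25 in KO vs. WT, Ctrl and CreCtrl, with adjusted p-values of 0.00576, 0.0181 and 0.0512 from camera. With library size alone, which moved the median of all genes down, the medians in the same order were 1.06, 0.23 and 0.13 for oxidative phosphorylation and 0.18, 0.08 and 0.03 for the peroxins. In each of these sets and comparisons, every KO library had a higher mean level than every control library. The complement genes fell in KO vs. WT by a median log2 fold change of -3.63 (14 of 16 lower, adjusted p = 3.79e-05 from camera). Against Ctrl mice 9 of 16 were lower (median -0.12, adjusted p = 0.0226 from camera) and in KO vs. CreCtrl 15 of 17 (median -2.41, adjusted p = 1.09e-04 from camera). For 20 genes of the TNF/NF-kB response the median was -2.72 in KO vs. WT, -1.70 in KO vs. Ctrl and -2.38 in KO vs. CreCtrl, with adjusted p-values of 9.48e-07, 3.74e-07 and 2.36e-08 from camera and 19, 18 and 19 genes lower. Of these 20 genes, 3 are also in the list of immediate-early genes, and 3 complement genes are in the list of myeloid markers. The chemokine ligands had medians of -3.19, -0.56 and -2.25 in the same order, with adjusted p-values of 3.79e-05, 0.00602 and 1.10e-05 from camera. Every KO library had a lower mean level of the complement, TNF/NF-kB and chemokine sets than every control library of its set. The cytosolic ribosomal proteins had medians of -0.29, -0.33 and -0.05, with adjusted p-values of 0.00440, 0.0122 and 0.619 from camera, and the call in KO vs. WT was lost without KO replicate 1 (0.0504) or KO replicate 3 (0.196) of that set. In all 3 sets the KO libraries also carried fewer fibroblast and immediate-early transcripts than their controls, and more RPE transcripts. Myeloid markers had median log2 fold changes of -3.69, 0.24 and -2.86 in KO vs. WT, Ctrl and CreCtrl. Changes of these gene sets within RPE cells therefore cannot be told apart here from such shifts. From the range of pathways that its GSEA and IPA of these comparisons found altered, the paper proposes that CLIC4 is a central node of the pathway networks that maintain RPE homeostasis.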

The causal analysis tool of IPA-identified 1,836 upstream regulators shared by all three groups (*p* < 0.05). 

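Tgfb1 (ENSMUSG00000002603, chromosome 7 of GRCm38, 25687002 to 25705077, plus strand) had 54.1 ± 13.2 CPM (SD, n = 3) in WT and 9.01 ± 4.80 CPM (SD, n = 3) in KO libraries of the WT set, a log2 fold change of -2.59 (standard error 0.42, adjusted p = 0.00173 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). C3 (ENSMUSG00000024164, chromosome 17 of GRCm38, 57203970 to 57228136, minus strand) had 93.6 ± 57.6 CPM (SD, n = 3) in WT and 5.72 ± 7.29 CPM (SD, n = 3) in KO libraries, a log2 fold change of -4.03 (standard error 0.87, adjusted p = 0.00721 from edgeR's test), which was -5.88 without KO replicate 1. In KO vs. CreCtrl their log2 fold changes were -2.80 for Tgfb1 (adjusted p = 0.00850 from edgeR's test) and -3.04 for C3 (adjusted p = 0.00804 from edgeR's test). All KO libraries lay below all control libraries for both genes in these 2 comparisons, and both calls in KO vs. CreCtrl were lost in the fit of all 14 libraries together. In KO vs. Ctrl Tgfb1 had a log2 fold change of -0.68 and was not called (adjusted p = 0.905 from edgeR's test), with -3.07 without KO replicate 2 and 0.17 without KO replicate 1. C3 had -2.14 (adjusted p = 0.216 from edgeR's test), with -3.18 without KO replicate 2, and was called there by DESeq2 and when all genes with at least 1 count were kept. The same KO libraries carried fewer fibroblast transcripts in all 3 sets, and fewer myeloid transcripts in the WT and CreCtrl sets.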

Several regulators were also the targets whose expression was regulated by CLIC4 (e.g., TGFB1, C3), implicating a strong feedback loop of CLIC4-mediated gene regulation. The best-established AMD environmental risk, cigarette smoke^36^, was identified as an upstream regulator. 

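Of the other regulators that have a gene of their own, Tnf (ENSMUSG00000024401, chromosome 17 of GRCm38, 35199381 to 35202007, minus strand) fell in KO vs. WT from 18.8 ± 4.80 CPM (SD, n = 3) to 1.54 ± 0.874 CPM (SD, n = 3), a log2 fold change of -3.60 (standard error 0.49, adjusted p = 6.59e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Il1b (ENSMUSG00000027398, chromosome 2 of GRCm38, 129364570 to 129371139, minus strand) fell from 145 ± 16.3 CPM (SD, n = 3) to 8.30 ± 4.59 CPM (SD, n = 3), a log2 fold change of -4.13 (standard error 0.35, adjusted p = 7.06e-05 from edgeR's test). Il1bos lies on the other strand of Il1b, whose counts are uncertain by the reads they share. Vegfa (ENSMUSG00000023951, chromosome 17 of GRCm38, 46016993 to 46032369, minus strand) rose from 546 ± 62.8 CPM (SD, n = 3) to 1162 ± 69.7 CPM (SD, n = 3), a log2 fold change of 1.09 (standard error 0.13, adjusted p = 4.15e-04 from edgeR's test). All 3 KO libraries lay on one side of all 3 WT libraries for each of these genes. Against CreCtrl mice the log2 fold changes were -2.07 for Tnf and -2.98 for Il1b, both called, although Tnf not in the fit of all 14 libraries together. Vegfa had 0.02 there, which turned to -0.20 with library size alone, and its KO effect in the WT set differed from that in either other set in tests of the difference itself. None of the 3 genes was called in KO vs. Ctrl, with log2 fold changes of -1.27 for Tnf, -1.61 for Il1b and 0.30 for Vegfa, except Il1b when all genes with at least 1 count were kept. Transcripts of fibroblast markers and of immediate-early genes were lower in the KO libraries of all 3 sets, and those of RPE markers higher. For the immediate-early genes the median log2 fold changes were -3.28, -2.81 and -3.10 in KO vs. WT, Ctrl and CreCtrl. For myeloid markers they were -3.69, 0.24 and -2.86 in the same order. A fall of Tnf and Il1b within RPE cells therefore cannot be told apart here from these shifts.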

The top-rank upstream regulator TGF-β1, and several other regulators (e.g., Apolipoprotein E (ApoE), TNF-α, IL-1β, CCL2, C3, VEGF^37^) also had a contributing role to the AMD pathology (Fig. 4f). The resemblance between the signaling pathways and the regulators that conferred the pathology of RPE^∆*Clic4*^ mice and human AMD eyes supports the relevance of RPE^∆*Clic4*^ mice for modeling AMD.

### Dysregulated lipid homeostasis and lipid deposition in CLIC4 deficient RPE

GSEA (Fig. 4d) and IPA (Fig. 4e) consistently revealed that CLIC4 deficient RPE cells had dysregulated lipid metabolism. 

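A set of 24 genes of fatty acid beta-oxidation rose in KO vs. WT by a median log2 fold change of 1.07, with 23 genes higher and 17 of them DEGs (adjusted p = 1.37e-08 from camera). The median was 0.19 in KO vs. Ctrl (22 genes higher, 0 DEGs, adjusted p = 0.0122 from camera) and 0.47 in KO vs. CreCtrl (22 genes higher, 0 DEGs, adjusted p = 4.72e-05 from camera). Every KO library had a higher mean level of the set than every control library of its own set of mice. With library size alone the medians were 0.82, 0.08 and 0.25 in KO vs. WT, Ctrl and CreCtrl. With fry the set was called in KO vs. WT only, and with the inter-gene correlation estimated from the data camera called it in no comparison. RPE markers rose in the same KO libraries, by median log2 fold changes of 1.73, 0.64 and 0.60 in KO vs. WT, Ctrl and CreCtrl. A rise of the set within RPE cells therefore cannot be told apart here from a lower share of other cells.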

The latter identified the activation of peroxisome proliferator-activated receptors (PPAR), the liver X receptor (LXR), and the retinoid X receptor (RXR) pathways. These three pathways are the well-established master regulators of lipid metabolism^38^. These proteins form heterodimers upon lipid ligand binding and serve as nuclear transcription factors. 

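Of the targets marked in Supplementary Fig. 6f, Plin2, Apoe, Cd36, Lpl, Scd1, Fabp4 and Abcg1 were DEGs in KO vs. WT, Plin2 and Apoe with higher and the other 5 with lower levels in KO libraries. As a set the targets marked did not pass in camera (adjusted p = 0.649, median log2 fold change -1.84). Cd36 (ENSMUSG00000002944, chromosome 5 of GRCm38, 17781690 to 17888801, minus strand) fell from 59.4 ± 9.89 CPM (SD, n = 3) to 3.56 ± 0.746 CPM (SD, n = 3), a log2 fold change of -4.06 (standard error 0.24, adjusted p = 2.60e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of the others that fell were -2.74 for Lpl (adjusted p = 0.00904 from edgeR's test), -1.23 for Scd1 (adjusted p = 0.00703 from edgeR's test), -3.86 for Fabp4 (adjusted p = 0.00939 from edgeR's test) and -2.46 for Abcg1 (adjusted p = 0.0156 from edgeR's test). Every KO library lay below every WT library for these 5 genes. Fabp4 (adjusted p = 0.0562 from edgeR's test) and Abcg1 (adjusted p = 0.0676 from edgeR's test) lost the call without WT replicate 2. Against CreCtrl mice, Cd36 (-3.18), Fabp4 (-3.52) and Abcg1 (-1.82) were called with a lower log2 fold change, none of them in the fit of all 14 libraries together, and Lpl (-0.83) and Scd1 (-0.20) were not, although the fit by library size alone called Lpl, and Scd1 turned to 0.24 without KO replicate 1 and 0.04 without CreCtrl replicate 2. None of these 7 targets was called in KO vs. Ctrl by edgeR's test, and KO replicate 2 of that set stood apart from the other KO libraries with more Cd36 and Fabp4. Without it Cd36 had a log2 fold change of -3.46 in place of -0.44 (which turned to 0.46 without KO replicate 1 and 0.63 without Ctrl replicate 1), Fabp4 -1.68 in place of 0.67, and Lpl -3.72 in place of -1.67. All genes with at least 1 count kept, Lpl was called there.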

The expression of several PPAR/RXR/LXR targets, participating in various aspects of lipid metabolism (e.g., storage, transport, oxidation, synthesis), was altered in the RPE cells (Supplementary Fig. 6f). 

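Plin2 (ENSMUSG00000028494, chromosome 4 of GRCm38, 86648386 to 86670060, minus strand) rose in KO vs. WT from 63.5 ± 9.74 CPM (SD, n = 3) to 219 ± 15.1 CPM (SD, n = 3), a log2 fold change of 1.78 (standard error 0.14, adjusted p = 6.00e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Apoe (ENSMUSG00000002985, chromosome 7 of GRCm38, 19696109 to 19699188, minus strand) rose from 6478 ± 522 CPM (SD, n = 3) to 13846 ± 295 CPM (SD, n = 3), a log2 fold change of 1.10 (standard error 0.13, adjusted p = 3.40e-04 from edgeR's test). With each library left out in turn, Plin2 stayed between 1.71 and 1.92 and Apoe between 1.04 and 1.21. Both genes were higher in every KO library than in every control library within each of the 3 sets. Their log2 fold changes did not pass the threshold in KO vs. Ctrl, with 0.45 for Plin2 (adjusted p = 0.588 from edgeR's test) and 0.42 for Apoe (adjusted p = 0.781 from edgeR's test). In KO vs. CreCtrl they were 0.56 for Plin2 (adjusted p = 0.143 from edgeR's test), which passed when all genes with at least 1 count were kept, and 0.70 for Apoe (adjusted p = 0.125 from edgeR's test), which passed with DESeq2. The KO effect on Plin2 in the WT set differed from that in the Ctrl set and from that in the CreCtrl set in tests of the difference itself. The KO libraries carried fewer fibroblast transcripts than the controls in all 3 sets, and more transcripts of 10 RPE markers. The median log2 fold changes of the RPE markers were 1.73, 0.64 and 0.60 in KO vs. WT, Ctrl and CreCtrl. A rise of Plin2 and Apoe within RPE cells therefore cannot be told apart here from a lower share of other cells.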

We were particularly intrigued by the increased expression of two of the targets, perilipin 2 (PLIN2) and ApoE.

PLIN2 (formerly ADRP) specifically binds to the surface of LDs. Overexpression of PLIN2 causes LD accumulation^39^. We first used the neutral lipid dyes Oil Red R (vs. WT; Fig. 5a) and Nile Red (vs. Ctrl, CreCtrl; Supplementary Fig. 7a), which detect cholesterol esters, to show that the ~6-8-month-old CLIC4 deficient RPE cells had more LDs. Consistently, in either retinal sections (Fig. 5b, Supplementary Fig. 7e) or RPE sheets (Supplementary Figs. 7b–d), PLIN2-labeled LD surface signals were more prominently observed in the KO (vs. Ctrl, CreCtrl) mouse RPE cells.

**Fig. 5:**
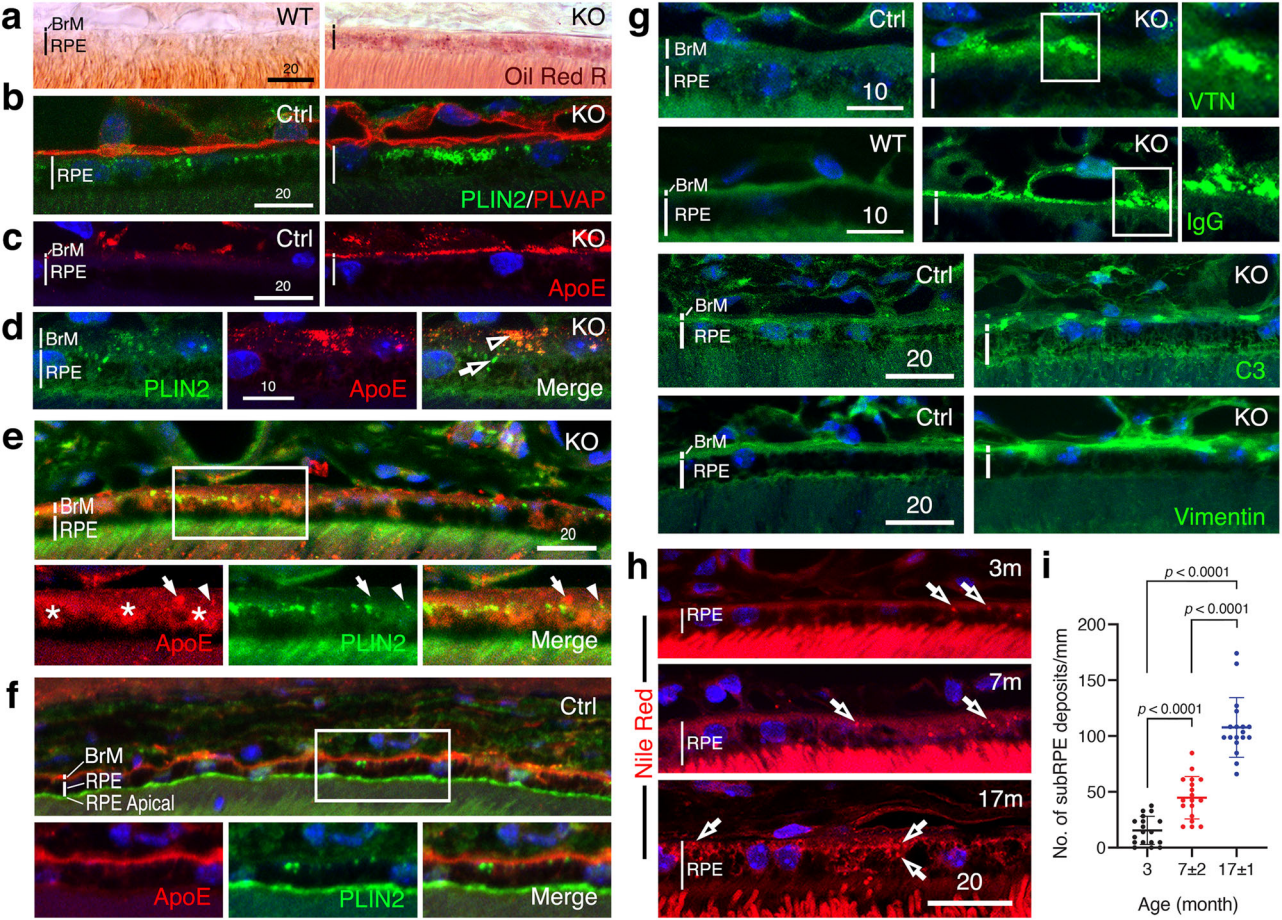
RPE^∆*Clic4*^ mice have aberrant and age-related lipids, lipoproteins, and protein depositions at sub-RPE/BrM. **a**–**d** In 6-8-month-old Ctrl and KO mice, the retina-RPE-choroid complex was stained with lipid dyes (**a**) or antibodies plus DAPI (**b**–**d**). **a** shows Oil Red O staining of RPE-expressed LDs and some BrM areas in a prebleached retina slice. **d** BrM-expressed PLIN2 (arrows) and overlapping ApoE (arrowhead) in a KO mouse retinal slice sectioned tangentially across the RPE-choroid complex. **e**, **f** The RPE-BrM regions of the ~18-month-old KO (**e**) and Ctrl (**f**) mice stained for PLIN2 and ApoE. Bottom panels are the enlarged, boxed areas of the top panels. In (**e**), arrowheads point to the colocalized ApoE and PLIN2; arrows point to the aggregated ApoE signals (arrows); asterisks marked the ApoE-rich sub-RPE deposits. **g** The RPE-BrM region of 10–18-month-old KO (right panels) and Ctrl or WT (left panels) mice stained for the indicated drusen markers. VTN vitronectin, IgG Immunoglobulin. The enlarged boxed areas highlight the aggregated staining pattern of the indicated proteins. **a**–**g** are representative images of three independent experiments. **h** Representative images show the age-dependent increase of Nile Red- stained granular lipid deposits in the basal/sub-RPE regions (open arrows) in the KO mice. **i** Quantification of the sub-RPE granular lipid deposits shown in (**h**). Mean ± SD (18 surveyed areas over *N* = 3 mice) are shown. Two-tailed Student *t*-test. Scale bar in μm. Source data of (**i**) are provided as a Source Data file.

ApoE, a lipoprotein component, is a major lipid transport protein in the central nervous system. ApoE was localized in the sub-RPE deposits secreted from the basal side of cultured RPE cells^40^ and a component of drusen^41^. While the Ctrl (Fig. 5c, left panel) and CreCtrl (Supplementary Fig. 7e) mouse BrMs expressed little ApoE, the KO mouse BrMs had abundant ApoE (Fig. 5c, right panel). The ApoE in the latter looked aggregated and overlapped with PLIN2 (Fig. 5d). The overlapping ApoE and PLIN2 were particularly evident in the tangential en-face views of the BrMs (i.e., higher spatial resolution). The BrM-expressed aggregates containing both PLIN2 and ApoE, and their overlapping signals further increased in KO mice during aging (Fig. 5e). In contrast, aged Ctrl mice expressed diffuse signals of PLIN2 and ApoE which were largely non-overlapping (Fig. 5f). While ApoE was expressed on the BrM, PLIN2 was primarily expressed on the apical side of the RPE cells.

Compared to the age-matched WT and Ctrl mice, old KO mice also had more abundant expression of several additional drusen components (i.e., vitronectin, immunoglobulin, C3, and vimentin) at the BrM (Fig. 5g). Vitronectin and immunoglobulin were often in aggregates as well. Furthermore, the BrM of the aged KO (vs. Ctrl, CreCtrl) mice had a significantly higher level of lipid deposits (Supplementary Figs. 7f, g). These studies ruled out the possibility that the BrM anomaly could be accounted for by Cre toxicity or senescence alone.

### RPE lipid efflux and lipid sources of drusen

RPE cells have a reverse cholesterol transport function in which they remove excess cholesterol to the choroidal circulation. To date, the mechanism by which lipids efflux from the RPE across the BrM, and the mechanism that underlies drusen formation at the sub-RPE/BrMs are poorly understood. During the process of aging, we found the KO mice had gradually increasing numbers of lipid granules that appeared in the sub-RPE deposits (Fig. 5h, i). To address the link between the lipids localized to basal RPE, sub-RPE, and BrMs, we set out to define the ultrastructural profile of these lipids using TEM and 3D focused-ion beam scanning EM (FIB-SEM). We applied an osmium-based fixation/staining protocol, which has the advantage of differentiating lipids based on their graded electron density (in addition to their shape and size). The FIB-SEM tomogram provides high-solution *en-bloc views* collected through milling the thick tissue blocks at ~20 nm/pixel z-resolution.

In the young Ctrl mice, abundant fine dark particles were diffusely expressed in the BrMs (Fig. 6a). The granular shape and small size (<30 nm diameter) of these particles are consistent with the morphological characteristics of lipoprotein. These lipoprotein-like particles emerged from lipid raft-like dark patches in RPE basal infoldings (Fig. 6a, b; Video 1). In contrast, age-matched KO mouse RPE cells did not express the lipid rafts on the deconvoluted basal infoldings. The juxtaposed BrM had fewer individual lipoproteins. Instead, the lipoprotein-like particles were attached to LD-like spheres (~100–300 nm diameter; Fig. 6c–f). The Z-stacked tomography revealed that these LD spheres were exported through the sub-RPE spaces from the underlying RPE cells (Fig. 6d–f, Videos 2 and 3), whose basal cytoplasm contained abundant LDs (Fig. 6d–f).

**Fig. 6:**
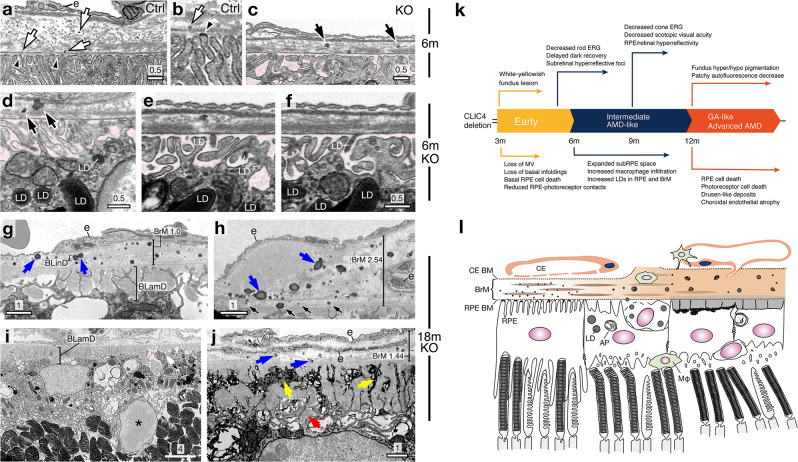
RPE lipid transport, BrM lipid deposition & disease summary for RPE^∆*Clic4*^ mice. **a**, **b** FIB-SEM images of 6-month-old Ctrl mouse RPE-BrM-choroid complex reveal lipoprotein-like particles diffusely expressed in the BrMs (arrows) and emerging from the dark lipid-rafts of the basal plasma membranes (arrowheads). Also see Video 1. **e** Choriocapillaris. **c**–**f** FIB-SEM images of 6-month-old KO mice show the BrM expression of spherical-shape LD-like structures, which are decorated with multiple lipoprotein-like granules (arrows in **c**, **d**). The BrM-expressed LDs shared similar profiles to those detected in the basal RPE cells (**d**) and sub-RPE space (**e**, **f**, highlighted in pink). Also, see Videos 2 and 3. **g**–**j** Representative TEM images of 18-month-old KO mice reveal the BrM-expressed LDs coated with dark particles (blue arrows) and variable size of the lipoprotein-like aggregates. These lipids were frequently seen at the BrM-RPE junction (black arrows in **h**), but not at the BrM-choroid junction. BrMs display dome-shape large deposits (in **h**) and endothelial cells (**e** in **h**, **j**). Labeling indicates the thickness of BrM (in μm), a migratory RPE cell (asterisk in **i**), the membranous debris associated with multi-lobed shape BLamD (yellow arrows in **j**) and long-spaced collagen (red arrows in **j**). Scale bars are in μm. **a**–**j** Representative images of three independent experiments. **k** The temporal order of the AMD-like clinicopathology (top) and histopathology (bottom) manifested in RPE^∆*Clic4*^ mice. **l** A cartoon depicts the retinal-RPE-BrM-choroid complex of a Ctrl mouse (left) and the progressively developed lesions in the RPE^∆*Clic4*^ mice (middle to right). CE choriocapillaris. AP autophagosomes. Mφ macrophages (green). BM basement membranes.

A greater abundance of the similar-looking (shape, size) lipoprotein aggregates, LDs, and lipoprotein-LD hybrids were accumulated in the aged KO mice, forming the drusen-like basal linear deposits (BLinDs) (Fig. 6g, h, j). The aged Ctrl mice did not accumulate BLinDs (Supplementary Fig. 8a). They, as expected^42^, exhibited several age-related changes (e.g., increased lipofuscin, reduced RPE-retina contacts). Taken together with the bioinformatics studies of the young KO mice and the longitudinal studies using lipid dye/lipoprotein biomarkers and EM, these results coherently suggest that RPE cell-autonomous lipid dysregulation predisposes toward the formation of drusen-like deposits. These results further indicate that RPE cells provide the core lipids that accumulate in the drusen-like BLinDs.

Basal laminar deposits (BLamD), which often form a lobular shape, were broadly expressed in the KO mice (Fig. 6g–j). The BLamDs topographically corresponded to the previously expanded sub-RPE spaces, and were filled with grayish deposits, long-spaced collagen, and dark membranous debris (Fig. 6j). Many RPE cells had migrated into the subretinal space; the residual RPE cells had scant internal membranes and cytoplasm (Fig. 6i). The BLinD-encompassing BrMs were thicker (up to ~2.5 μm), calcified, and lacked distinct layered structures. The neighboring choriocapillaris had swollen cell bodies and reduced fenestration. We observed endothelial cells in the BrMs (Fig. 6h, j), indicating potential development of choroidal neovascularization. These results, taken together, showed that the cell-autonomous RPE cell injury produced an AMD-mimicking phenotype spanning the retina-RPE-choroid complexes. They provide support for the long-held theory that RPE can serve as the primary lesion site in AMD.

## Discussion

For a long time, establishing a mouse model of AMD has been an important goal in vision research. Several mouse models with one or multiple AMD-linked genes deleted have been unable to recapitulate the complex disease AMD, perhaps due to gene and/or pathway compensation. A second hit by environmental risks might also be needed to promote the phenotypic manifestation. While several mouse lines have reported AMD-like retinal phenotypes, subsequent studies suggested senescence alone and/or the spontaneous frameshift mutation in the *Crb1* gene *rd8* (that exists in several inbred mouse lines) might contribute to these phenotypes^43–45^. Thus, a genetic mouse model for AMD remains to be demonstrated.

Here we validate the utility of RPE^∆*Clic4*^ mice by showing these mice (on a rd8-free C57BL6/J background) exhibit a full spectrum of functional, clinical, and histological phenotypes resembling dry AMD. RPE^∆*Clic4*^ mice developed each of AMD-like clinicopathologies in a temporal order like the advancement from intermediate to advanced AMD (see the timeline in Fig. 6k). The longitudinal studies showed that several histopathologic phenotypes (e.g., RPE dropout, sub-RPE/BrM lipid deposits, macrophage infiltration) worsen during aging, a hallmark of AMD (summarized in Fig. 6j). Direct-coupled electroretinogram (DC-ERG) signal of 1-month-old KO was comparable to that of Ctrl mice (Supplementary Figs. 8b, c), indicating that the RPE function develops normally in RPE^∆*Clic4*^ mice. Taken together, our results rigorously ruled out the possibility that the observed pathophysiology of the KO mice was due to the potential Cre toxicity, developmental defects, or senescence per se. The RPE^∆*Clic4*^ mice developed extracellular lipid-rich deposits whose geographic location, morphology, and composition resemble human drusen. These mice exhibit age-dependent measurable disease output with high penetrance, which should make them a valuable tool for testing potential therapies for reversing AMD-associated changes.

The stochastic nature of the atrophic areas in the RPE^∆*Clic4*^ mice may simply reflect the lack of a focal area in the mouse with high metabolic load. The human macula may be predisposed to AMD changes because of the high density of photoreceptors increasing the metabolic load on the RPE. But the RPE pigmentary change/atrophy in the retinal periphery of human AMD cases has also been published^46,47^. In AMD within the macula, spatial patterns of drusen and GA can be considered stochastic. Genome-wide association studies have not yet identified *CLIC4* as an AMD risk gene. This is probably because of the importance of CLIC4 in organogenesis^23^. The currently available human “RPE” transcriptomes were obtained from postmortem tissues that included the choroids and sometimes the sclera as well^48–50^. Thus, whether the expression of CLIC4 is altered in the RPE cells of human AMD eyes remains to be determined.

The natural history of fundus changes showed that 2–3-month-old RPE^∆*Clic4*^ mice manifest the first observable abnormality. The amorphous white-yellowish lesions showed up around the time point when the CLIC4 deficient RPE cells exhibited collapsed MVs and reduced interdigitation with the outer segments. Though the attenuated RPE-photoreceptor contacts were readily visible by the ezrin immunostaining and EM, they were not evident in the SD-OCT and H & E-stained paraffin sections. We envision that the chronically reduced contacts between the RPE and photoreceptor outer segments may impair the regeneration of visual pigment (and other outer segment components), which contributes to the delayed dark adaption. The appearance of the fundus lesions gradually evolved. These changes may reflect the accumulation of the lipids in the RPE cells and their underlying sub-RPE/BrMs. Focal demise of photoreceptor and RPE cells might explain the unevenly pigmented appearance of the fundus.

CLIC4 is a pleomorphic protein. The transcriptome/bioinformatic studies showed CLIC4 deficiency had a broad impact on the mRNA levels of several AMD risk genes and a myriad of AMD-associated signaling pathways (e.g., lipid metabolism, ECM, oxidative stress, inflammation, and cell death). The integrated outcomes of these genetic and environmental risks may perturb the biological processes required for maintaining RPE homeostasis. Aging may further exacerbate the maladaptive responses that drive the RPE cells toward cell death. The identification of TGFβ-1 as the top upstream regulator of the CLIC4 deficient RPE is reminiscent of CLIC4 as an integral component of the TGFβ-1 signaling pathway^51^. TGFβ-1 signaling pathways are known to modulate diverse cellular activity^52^. Thus, a portion of the biological processes changed in the CLIC4 deficient RPE cells may be mediated by the TGFβ-1 signaling pathway. The large number of the identified upstream regulators is consistent with the notion that CLIC4 senses danger signals. We propose that further data mining of the upstream regulators may offer additional insights into the risks or the protectors for CLIC4-mediated AMD pathology.

The pathway analyses indicate CLIC4 deficient RPE cells had changed complement pathways and oxidative stress (Fig. 4d, Supplementary Figs. 6d, 6e). Experimentally, we showed that RPE^∆*Clic4*^ (vs. Ctrl) mice had detectably more basal RPE deposition of C3 and C3 activation products (i.e., cleaved fragments C3b/iC3b/C3c) (Supplementary Fig. 9a). The immunostaining (Supplementary Fig. 9b) and ELISA (Supplementary Fig. 9c) assays both showed that the CLIC4 deficient RPE cells expressed more lipid oxidation product 4-hydroxynonenal (4-HNE), a biomarker of oxidative stress. Hyperactivation of complement pathway and oxidative stress have been strongly linked to AMD predisposition^53^. The common signaling pathways and regulators that confer the pathology of RPE^∆*Clic4*^ mice and AMD underscore the relevance of RPE^∆*Clic4*^ mice for investigating the etiology of AMD-like pathophysiology.

Our subcellular and ultrastructural characterizations showed EMT-like features and cell death of RPE cells are among the primary anomalies. EMT was also the most notable cellular event of the RPE cells acutely transfected with *Clic4*-shRNA in situ^24^. Mechanistically, GSEA revealed the enrichment of EMT and apoptosis pathways (Fig. 4d). The IPA-identified inhibition of PTEN pathway (Fig. 4e) is of particular interest. PTEN functionally interacts with CLIC4^23^. PTEN deficient RPE cells underwent concomitant EMT and cell death^54^. The DAVID (Supplementary Fig. 6d) and IPA (Supplementary Fig. 6e) analyses indicated that CLIC4 deficient RPE cells had altered actin cytoskeletons and RhoA GTPase signaling. The activation of RhoA recruits CLIC4 onto the plasma membrane^21^. The plasma membrane-localized CLIC4 can modulate cortical rigidity through modifying the actin-plasma membrane dynamics^55^. We surmise that deregulated cortical actin and rigidity caused by CLIC4 deficiency may disrupt the convoluted membranous structures of MVs and basal infoldings.

Consistent with our previous studies using human ARPE19 cells^22^ and rats^24^, the RPE-expressed CLIC4 in mice was also concentrated in the Lamp2-labeled late endocytic organelles (late endosome, lysosomes). The late endocytic organelles have emerging roles for modulating lipid metabolism, nutrient sensing, and membrane repair^56^. Furthermore, the RPE cells of the KO mice had increased the expression of autophagosomes. Human RPE cells isolated from AMD eyes also had a higher number of visible autophagosomes, but they were functionally impaired^57^. The attenuated expression of these organelles in the CLIC4 deficient RPE cells might affect some or all their functions; a subject of interest remains to be investigated.

Thus far, the etiology of drusen remains unclear. Drusen and atherosclerotic plaques are both lipid-rich extracellular deposits. In atherosclerotic plaques, ECM plays an important role in retaining lipids for modification (e.g., oxidation, aggregation, fusion)^58^. EM studies showed RPE^∆*Clic4*^ mouse BrMs had structurally altered ECM. The common DEGs (KO vs. Ctrl, CreCtrl, or WT) analyzed by DAVID revealed the enrichment of the ECM-receptor signaling pathway (Supplementary Fig. 6d). 

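Collagens, laminins and integrins were tested as a set by symbol, since KEGG pathways were not used here. In KO vs. WT 55 of 74 were lower in KO libraries, 38 of them DEGs, and 9 others were DEGs with higher levels, with a median log2 fold change of -2.24 (adjusted p = 3.79e-05 from camera). Against Ctrl mice 54 of 70 were lower (median -1.47, 0 DEGs, adjusted p = 2.00e-10 from camera). Against CreCtrl mice 54 of 72 were lower (median -1.57), with 35 lower and 4 higher DEGs (adjusted p = 3.98e-06 from camera). With the inter-gene correlation estimated from the data, camera gave adjusted p-values of 0.218, 0.249 and 0.426 in KO vs. WT, Ctrl and CreCtrl. Every KO library had a lower mean level of the set than every control library of its set. Col1a1, Col1a2 and Col3a1 are among the 10 fibroblast markers that were lower in the KO libraries of all 3 sets.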

IPA revealed CLIC4 deficient RPE cells had suppressed matrix metallopeptidase (MMP) signaling (Fig. 4e). 

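Of 15 matrix metallopeptidases tested in KO vs. WT, 13 were lower in KO libraries and 8 of these were DEGs, with a median log2 fold change of -2.15 (adjusted p = 0.00440 from camera). The median was -1.63 in KO vs. CreCtrl, where 14 of 15 were lower and 7 of these were DEGs (adjusted p = 4.64e-04 from camera). Mmp15, named after its values were seen, was the 1 DEG with higher levels in KO libraries in each of these 2 comparisons. Against Ctrl mice 9 of 13 were lower (median -0.20, 0 DEGs) and the set did not pass (adjusted p = 0.106 from camera). With the inter-gene correlation estimated from the data, camera called the set in no comparison. Every KO library had a lower mean level of the set than every control library of its set. Mmp14 (ENSMUSG00000000957, chromosome 14 of GRCm38, 54431612 to 54445364, plus strand) fell in KO vs. WT from 272 ± 45.6 CPM (SD, n = 3) to 43.3 ± 14.5 CPM (SD, n = 3), a log2 fold change of -2.65 (standard error 0.26, adjusted p = 1.34e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was lower in every KO library than in every control library within each set. Its log2 fold change was -1.64 in KO vs. CreCtrl (adjusted p = 0.00991 from edgeR's test), not called in the fit of all 14 libraries together, and -1.48 in KO vs. Ctrl (adjusted p = 0.382 from edgeR's test), called there when all genes with at least 1 count were kept. Without KO replicate 1 of the Ctrl set it was -0.88 and without KO replicate 2 -2.56. Fibroblast transcripts were lower in the same KO libraries.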

MMPs are a family of enzymes (e.g., MMP2, MMP14) that proteolytically degrade various ECM and surface proteins. *MMP2* is an AMD risk gene. 

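Mmp2 (ENSMUSG00000031740, chromosome 8 of GRCm38, 92827291 to 92853420, plus strand) fell in KO vs. WT from 203 ± 39.9 CPM (SD, n = 3) in WT to 11.6 ± 3.25 CPM (SD, n = 3) in KO libraries, a log2 fold change of -4.13 (standard error 0.24, adjusted p = 2.36e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) that stayed between -4.32 and -3.88 with each library left out in turn. All KO libraries lay below all control libraries in each of the 3 sets. In KO vs. CreCtrl the log2 fold change was -2.83 (adjusted p = 0.00249 from edgeR's test). In KO vs. Ctrl it was -2.64 (standard error 0.68) and did not pass (adjusted p = 0.173 from edgeR's test), although it passed with DESeq2, in the fit of all 14 libraries together and with all genes of at least 1 count. The KO libraries of all 3 sets also carried fewer fibroblast transcripts.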

RPE^∆*Clic4*^ mouse RPE cells expressed fewer *Mmp2* transcripts (Fig. 4b, Supplementary Fig. 6b). Our lab previously showed CLIC4-suppressed human ARPE19 cells had a reduced ability to degrade ECM due to impaired MMP14 and MMP2 secretion^22^. Thus, we propose that the attenuated gene expression, signaling, and secretion of the MMPs jointly contribute to the remodeling of BrMs juxtaposed to the CLIC4 deficient RPE cells.

A major advance in this paper is our demonstration of lipid-containing particles and spheres moving from the RPE into BrMs. This has not been shown conclusively in vivo before. The FIB-SEM studies revealed the previously unrecognized RPE export of LDs. The secreted LDs were smaller than the majority of RPE cytoplasmic LDs, indicating selectivity. Emerging evidence is showing that improperly metabolized lipids are expelled extracellularly^59^. Secreted LDs might have a direct link to the etiology of atherosclerotic lesions^60^. By analogy, we propose that the LDs released from the *Clic4*-KO RPE cells act as a seed in the sub-RPE/BrMs. The binding of LDs to lipoprotein may subject the latter to aggregation, BrM retention, and reduced choroidal clearance. Together, they serve as a platform to build future BLinDs. These results make sense because both the LDs and lipoproteins consist of a core that is rich in neutral lipids (cholesterol esters, triacylglycerol) and a surface rich in polar lipids (phospholipids, cholesterol)^60^. These components are also the main lipid species of drusen.

LDs have a dynamic shape and size, depending on the cell context. The LDs in the RPE have not been well characterized. Previous studies showed RPE cells express an LD-like organelle, the retinosome, which can sequester surplus all-*trans*-retinol or all-*trans*-retinyl esters^61,62^. The apical and subapical RPE staining of PLIN2 (Supplementary Fig. 7d) likely corresponds to the retinosomes^61^, though its ultrastructure is less well defined. The PLIN2 increased in apical RPE cells during normal aging was distinct from the LDs basally enriched in the KO mice.

*Clic4*-KO RPE cells had predicted PPAR/RXR/LXR pathway activation (Fig. 4e). Cholesterols (and their oxidized products oxysterols) are favorable ligands of the PPAR/RXR/LXR pathway. Like in other cell types, the lipid export role in RPE cells is probably carried out primarily by the cholesterol efflux pump ABCA1^63^. Lipid raft microdomains are the sites rich in ABCA1^64^ and export cholesterols^65,66^. Thus, the lipid raft loss in the basal plasma membranes of *Clic4*-KO RPE cells may impede cholesterol export. The lysosome misexpression-resulting lipid metabolism dysregulation may provide an additional mechanistic action explaining how *Clic4* deficiency might affect the lipid homeostasis of the RPE cells.

Finally, our demonstration that RPE cell-autonomous lipid dysregulation actively participates in drusen formation has significant clinical implications. It may help to explain the mixed clinical outcomes from treating AMD patients using statins (drugs that lower the cholesterol levels in the blood)^2^. We, however, cannot rule out the contribution of blood-derived lipids in drusen formation, particularly at the late-stage of the disease. In sum, the present study substantiates the model suggesting that lipid dysregulation predisposes to the genesis of drusen. Our mechanistic insights into drusen etiology open a door for developing new targets to treat AMD by reducing drusen.

## Methods

### Reagents

All antibodies and dyes used in this study and their validation are listed in Supplementary Table 2. All primers (Integrated DNA Technologies) used for genotyping and qPCR are listed in Supplementary Table 3. All chemicals were obtained from Sigma-Aldrich unless otherwise mentioned.

### Generation of RPE^∆*Clic4*^ mice

All procedures using mice were approved by the Weill Medical College of Cornell University Institutional Animal Care and Use Committee. Mice were maintained on a standard 12: 12-hour light: dark photoperiod in a vivarium maintained at 21.5 ± 1 °C, relative humidity of 30–70% and received unrestricted access to standard mouse chow (LabDiet 5053, PMI, St Louise, MO). Our *Clic4* ^f/f^ mice^16^ and *Best1*-Cre^+/−^ mice^27^ had the C57BL6/J background. We first generated *Best1-*Cre^+/−^; *Clic4*^f/WT^ mice and backcrossed these mice with *Clic4* ^f/f^ mice. We then bred *Best1-*Cre^+/−^; *Clic4* ^f/f^ males with CLIC4^f/f^ females to generate *Best1*-Cre^+/−^; *Clic4* ^f/f^ (RPE^∆*Clic4*^ or KO) and littermate control *Best1*-Cre^−/−^; *Clic4* ^f/f^ (Ctrl) mice. The RPE-specific Cre expression of *Best1*-Cre^+/−^ mice was reported to start postnatal 10–15 day-old^27^. Supplementary Table 1 lists the numbers, sexes, and genotypes of the mice used for each experiment.

### Fundus imaging and fundus lesion quantification

Mouse pupils were first dilated with 1% Tropicamide Ophthalmic Solution (Akorn) and 2.5% Phenylephrine Hydrochloride Ophthalmic Solution (Akorn) and then anesthetized by inhalation with isoflurane. After placing Refresh Lubricant Eye Drops (Allergan), the fundus and OCT scans were acquired using the Micron III-OCT2 system (Phoenix Research Labs). Infrared reflectance and autofluorescence scans were acquired using Spectralis HRA + OCT (Heidelberg Engineering, Heidelberg, Germany). A 55° angle lens was used, and projection images of 30 frames per fundus were taken, focusing on the outer retina.

To quantify the progression of the white-yellowish lesions, we used the Image Color Summarizer (http://mkweb.bcgsc.ca/color-summarizer/?). The percentage of the white lesion areas in the fundus image was determined by a color clustering function that partitioned the pixels into different color groups, which were then matched with the white color groups of the deposits in the fundus photographs.

### OMR analysis

For each mouse and condition, three independent trials were collected, on an OMR setup essentially as described^67^. For each trial, the stimulus was rotated at a constant speed but reversed in direction every 5 s, resulting in 12 stimulus epochs for a total of one minute. Stimuli were sinusoidal gratings rotating at 12 deg/sec, constant contrast = 1, over a range of spatial frequencies (0.025, 0.05, 0.1, 0.15, 0.2, 0.25, 0.3, 0.35, 0.4, 0.45, 0.5, 0.6) (Fig. 1f). Offline head tracking was performed using the OKRmonitor program^67,68^, and OMR indices are calculated as a ratio of frames in which the mouse head moved in the correct versus incorrect direction. For each mouse and each condition, three trials were performed, and median values of the three trials extracted (presented as individual data points in Fig. 1f, Supplementary Fig. 2). For visual acuity plots, curve fitting using the Matlab curve fitting toolbox (cftool) was performed, and optimal spatial frequency (with maximal OMRI) determined^67,68^. Statistical significance was calculated using the Kolmogorov-Smirnoff test (KS2) by Matlab 9.7.

### ERG and dark recovery analysis

ERG was performed using Espion e2 Visual Electrophysiology System (Diagnosys). After overnight dark-adaptation, mice were anesthetized with an intraperitoneal injection of mixture ketamine (100 mg/kg) and xylazine (20 mg/kg). The eyes of anesthetized mice were dilated with a drop of tropicamide and phenylephrine, and tetracaine (0.5%) was applied before ERG. Body temperature was maintained at 37 °C with a heating pad. A reference electrode was inserted subcutaneously between the eyes, and a ground electrode was inserted subcutaneously at the tail base and ERGs were recorded from both eyes using gold wire loops. Both eyes had the contact corneal electrodes held in place by a drop of Gonak solution (Akorn). ERG was performed using flashes with intensities ranging from 0.001 to 3 cd s/m^2^ for scotopic. For photopic recording, the stimulus was presented for 10 s with intensities from 0.3 to 100 cd s/m^2^. Mice were light adapted for 7 min before photopic recordings. Eight recordings were averaged per light intensity.

We used DC-ERG to record RPE-generated electrical responses by a 7 min 10 cd·s/m^2^ stimulus, as described^69^. The amplitude of the c-wave (i.e., the pre-stimulus baseline to the peak of the c-wave), the amplitudes of the fast oscillation (i.e., the c-wave peak to the trough of the fast oscillation), the light peak (i.e., fast oscillation trough to the asymptotic value), and the off-response amplitude (i.e., the light peak to the peak of the off response) were analyzed by AnalyzerDCERGv7.exe, as described^69^.

Dark recovery experiments were conducted as described^70^. Rod ERG a-wave maximal amplitude (Amax) was first determined in darkness at 23.5 cd s/m^2^ (average of 5 measurements). >90% of the relevant visual pigment was bleached with a 60 s exposure to 3900 cd sm^−2^ green light (~4.2 W·m^−2^; ~1.1 × 10^7^ photons μm^−2^ s^−1^) focused at the surface of the cornea. The bleached fraction was then estimated from the following equation: *F* = 1 – exp(−*I* × *P* × *t*), where *F* is the fraction of pigment bleached, *t* (second) is the duration of the light exposure, *I* is the bleaching light intensity of green light (~1.1 × 10^7^ photons μm^−2^ s^−1^), and *P* is the photosensitivity of mouse photoreceptors at the wavelength of peak absorbance (5.7 × 10^−9^ μm^2^ for mouse rods^71^). After bleaching, flash stimuli of 23.5 cd s/m^2^ were given every 5 min (five measurements were averaged) for a total of 90 min. In the beginning of the experiments, mice were anesthetized with an intraperitoneal injection of mixture ketamine (100 mg/kg) and xylazine (20 mg/kg). Every 30 min, mice were injected with ketamine (50 mg/kg) and xylazine (10 mg/kg), and Gonak: PBS (1:1) was reapplied to the cornea.

### Light microscopic histological, immunostaining, and lipid staining

For the histological staining of the retinal sections, the whole eye is placed in room temperature Excalibur’s Alcoholic Z-Fix (Excalibur Pathology) for a minimum of 48 h and then processed for paraffin embedding. 4 µm-thick sections of the entire globes were taken containing optic disc and pupil. The slides are stained with H&E and toluidine blue. We used the light microscopy acquired images of the H&E-stained paraffin sections to count the number of the pigmented cells localized at the subretinal spaces.

For the retinal immunostaining, eyecups were prepared from eyes enucleated from mice transcardially perfused with (1) 10 ml of heparin saline (20 units/ml), (2) 20 ml of 4% paraformaldehyde (PFA)/3.75% acrolein (Polysciences) in 0.1 M phosphate buffer (pH 7.4), (3) 60 ml of 4% PFA in 0.1 M phosphate buffer and followed by the overnight post-fixation with 4% PFA with 0.1% glutaraldehyde in 0.15 M cacodylate buffer (pH 7.4). Omitting acrolein in step (2) in some experiments did not affect the results. The eyecups were embedded in agarose and vibratome sectioned (40 μm-thick). The free-floating technique was used for antibody and dye staining.

Nile red (5 μg/ml in 75% glycerol)^72^ was incubated with the vibratome sections for 30 min. For Nile Red quantification, we acquired images using confocal microscopy, and counted the Nile Red-labeled sub-RPE granules in ~1.2 mm-long retinal sections per mouse. Oil Red O (3 mg/ml in 30% triethyl phosphate; filtered)^73^ was incubated with the prebleached vibratome sections for 60 min. For Oil Red O quantification, we acquired images using bright field light microscopy, and counted the Oil Red O-labeled BrM patches (>10 μm-long stretches of signal) in ~1.2 mm-long retinal sections per mouse. To prepare RPE whole mounts or flat mounts, we removed the anterior segments and retinas from the orientation-marked eyeballs and fixed them by 4% PFA for 1–4 h. All sections were stained using free-floating methods and imaged by confocal microscopy by a Zeiss LSM880.

### Transmission EM and FIB-SEM

For the EM experiments, all mice were harvested 2 h after light onset. Eyecups were prepared from the eyes enucleated from the mice transcardially perfused with (1) 10 ml of heparin saline (20 units/ml), (2) 20 ml of 4% paraformaldehyde (PFA)/3.75% acrolein (Polysciences) in 0.1 M phosphate buffer (pH 7.4), (3) 60 ml of 4% PFA in 0. 1 M phosphate buffer, and followed by (4) a post-fixed in 2.5% glutaraldehyde/0.1 M cacodylate buffer at 4 °C. About 120 µm-thick vibratome sections prepared from small pieces of eyecup (~2 × ~2 mm) were processed for *en bloc* fixation and staining, as described^74^. Briefly, after several washes in the cold cacodylate buffer containing 2 mM calcium chloride, specimens were incubated with 1.5% potassium ferrocyanide, 2 mM calcium chloride, and 2% osmium tetroxide in 0.15 M cacodylate buffer, pH 7.4 for 1 h on ice followed by treatment with the 10 mg/ml of thiocarbohydrazide solution for 20 min at room temperature and then with 2% osmium tetroxide fixation for 30 min at room temperature. The *en bloc*-stained tissues were dehydrated with graded ethanol and embedded in Epon. Ultrathin sections (72 nm) were collected on G400-Cu grids (Electron Microscopy Sciences) and were examined under a Philips CM10 microscope for conventional transmission EM analysis. For FIB-SEM, as described^74^, we subjected the en bloc-stained retinal tissue blocks to be precision milled every 20 nm (with a pixel resolution of ~5 nm/pixel in *x* and *y*). The block face images were collected by the FEI Helios NanoLab 650 microscope. Images were processed using Serial Sections Alignment Programs of IMOD/eTomo to correct drifting caused by the 30° angle from the block face during imaging.

### RNA isolation, RNAseq, bioinformatics analysis, and qRT-PCR of mouse RPE cells

Mouse RPE cells were purified using the previously described method^75^ with modifications. We prepared the eye cups (by removing the muscles and connective tissues from the enucleated eyes) in ice-cold HBSS-HEPES (10 mM) buffer. We then incubated the eyecups in 1.5 ml of HBSS-HEPES containing 1 mg/ml hyaluronidase for 45 min at 37 °C/5% CO_2_, followed by incubation in ice-cold HBSS-HEPES-Ca/Mg (1.26 mM CaCl_2_, 0.493 mM MgCl_2_, and 0.407 mM MgSO_4_) for 30 min on ice. We then removed the retinas and subjected the remaining RPE-choroid-sclera cups to incubation in 1.5 ml of 0.25% Trypsin EDTA (Thermo Fisher Scientific) for 45 min at 37 °C/5% CO_2_. Subsequently, we shook off the detached RPE cells in 1 ml of ice-cold HBSS-HEPES-Ca/Mg buffer. The RPE cells isolated from the two eyes of the same mouse were pooled and centrifuged (4 °C, 2000 rpm, 5 min). The total RNAs of the loosened mouse RPE cell pellets were isolated using the Absolutely RNA Nanoprep kit (Agilent). The total RNA integrity was checked using a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). RNA concentrations were measured using the NanoDrop system (Thermo Fisher Scientific). Preparation of RNA sample library and RNA-seq were performed by the Genomics Core Laboratory at Weill Cornell Medicine. Messenger RNA was prepared using the TruSeq Stranded mRNA Sample Library Preparation kit (Illumina, San Diego, CA), according to the manufacturer’s instructions. The normalized cDNA libraries were pooled and sequenced on Illumina NovaSeq6000 sequencer with pair-end 50 cycles.

Nucleic acid reads were aligned and mapped to the GRCm38 (mm10) mouse reference genome by STAR (Version2.5.2)^76^, and transcriptome reconstructions were performed by Cufflinks (Version 2.1.1) (http://cole-trapnell-lab.github.io/cufflinks/). The abundance of transcripts was measured with Cufflinks in Fragments Per Kilobase of exon model per Million mapped reads (FPKM)^77^. Gene expression profiles were constructed for differential expression, cluster, and principal component analyses with the DESeq2 package^78^. For differential expression analysis, comparisons between KO vs. WT, Ctrl, or CreCtrl groups were conducted using parametric tests where read-counts follow a negative binomial distribution with a gene-specific dispersion parameter. Corrected p-values were calculated based on the Benjamini-Hochberg method to adjust for multiple testing. Based on the statistics from the DESeq2 analysis, the volcano plot was made by using GraphPad Prism version 8 software. For GSEA^79,80^, to avoid using an arbitrary threshold to select genes, we used ranked gene lists rather than a threshold to call DEGs for pathway analysis. The three sets of the significant Hallmark pathways (FDR < 0.05) had 30 pathways in common. DAVID analysis (https://david.ncifcrf.gov/summary.jsp) was conducted using the common DEGs shared by all three sets (KO vs. Ctrl, CreCtrl, and WT). The canonical pathway enrichment analyses and upstream regulator pathway analyses were generated using Ingenuity Pathway Analysis (IPA; QIAGEN Bioinformatics). The parameters used for the cutoff of the significance of each pathway analysis were specified in the figure/table legends. The pathways shared by all three groups are presented.

For the heat maps, the mean and standard deviation of the FPKM values for each gene were calculated. The data were then normalized using the equation (FPKM value - Mean)/Standard Deviation. The heat maps were then created using Heatmapper (http://www1.heatmapper.ca/).

For real-time qPCR, first-strand cDNA was synthesized from total RNAs by using Oligo(dT)_20_ primer and SuperScript™ III First-Strand Synthesis System (Thermo Fisher Scientific). The PCR reactions were performed in a 20 μl reaction mixture by using *Power* SYBR™ Green PCR master mix (Applied Biosystems) and StepOnePlus Real-time PCR system (Applied Biosystems). Primers used were listed in Supplementary Table 3. Each reaction was performed in triplicate, and the cycle threshold (*Ct*) values of interesting genes were normalization to a housekeeping gene (*Gapdh*, *Hprt*). The genes’ relative expression levels are calculated by the 2(−∆∆Ct) method. The statistical analyses were performed using Student’s *t*-test.

### ELISA for 4-HNE assay

Mouse RPE/choroid cups were sonicated in RIPA buffer (50 mM Tri-Cl pH 7.4, 150 mM NaCl, 0.5% NP40, 0.5% sodium deoxycholate, 1 mM EGTA, 5% Glycerol) plus protease inhibitor/phenylmethylsulfonyl fluoride/phosphatase inhibitor). The homogenates were centrifuged for 15 min at 12,000 × *g* at 4 °C. Protein concentration was determined by BCA assay (Bio-Rad Laboratories) and 16 μg homogenates (in 50 μl) were used in each 96-well for 4-HNE concentration assay, as described^81^. 4-HNE concentration was quantified using an ELISA kit following the manufacturer’s protocol (#Ab238538, Abcam). The ELISA data analysis was collected by SPECTRA Max (450 nm) M2e plate reader (Molecular Devices Corp) and processed by SoftMax Pro 5.4. The average (presented as μg per ml) and SEM were calculated based on the 4-HNE-BSA standard curves.

### Statistics and reproducibility

The number of experimental replications and mice used are described in figure legends. Supplementary Table 1 summarizes the number and gender of the mice used for figure presentation. Statistical differences were determined using GraphPad Prism software version 6 or 8, or Microsoft Excel for Mac Version 16.16.27 (201012). The reported *P* values were obtained using a two-tailed Student’s *t*-test or two-tailed non-parametric Mann–Whitney *U*-test as described in figure legends. Differences between values were considered significant when *p  <  0.05, **p  <  0.01, ***p  <  0.001, ****p  <  0.0001.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Reporting Summary

## Data Availability

The raw Illumina RNA sequencing data generated in this study were deposited in the NCBI Sequence Read Archive (SRA) under the accession number GSE191077. The authors declare that data supporting the findings of this study are available within the main text and supplementary materials. The source data underlying Figs. 1a–f, 3k, 4a, 4b, and 5i and Supplementary Figs 2, 3b, 3d, 3e, 5c, 6a, 6b, 6c, 6f, 7g, 8c, and 9c are provided as a Source Data File. All data are available from the corresponding author () upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Retinal pigment epithelium-specific CLIC4 mutant is a mouse model of dry age-related macular degeneration
**Source:** Nat Commun. 2022 Jan 18;13:374. doi: 10.1038/s41467-021-27935-9
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information for

**Retinal pigment epithelium-specific CLIC4 mutant is a mouse model of dry age-related macular degeneration**

Jen-Zen Chuang <sup>1@#</sup>, Nan Yang <sup>1@</sup>, Nobuyuki Nakajima <sup>1@\*</sup>, Wataru Otsu <sup>1@\*\*</sup>, Cheng Fu <sup>1</sup>, Howard Hua Yang <sup>2</sup>, Maxwell Ping Lee <sup>2</sup>, Armaan Fazal Akbar <sup>3</sup>, Tudor Constantin Badea <sup>3, 4</sup>, Ziqi Guo <sup>1</sup>, Afnan Nuruzzaman <sup>1</sup>, Kuo-Shun Hsu <sup>1\$</sup>, Joshua L Dunaief <sup>5</sup>, and Ching-Hwa Sung <sup>1, 6#</sup>

<sup>2</sup>The Laboratory of Cancer Biology and Genetics, Center for Cancer Research, National Cancer Institute, National Institutes of Health, Maryland, USA; <sup>3</sup> National Eye Institute, National Institute of Health, Maryland, USA; <sup>4</sup> Research and Development Institute, Transilvania University of Brasov, School of Medicine, Brasov, Romania; <sup>5</sup>FM Kirby Center for Molecular Ophthalmology, Scheie Eye Institute, Department of Ophthalmology, Perelman School of Medicine, University of Pennsylvania, PA, USA; <sup>6</sup>Department of Cell and Developmental Biology, Weill Medical College of Cornell University, New York, USA.

@ These authors contributed equally to this work

**Supplementary Table 1.** Summary of N and gender of the experimental mice.

| Assays        | Age<br>(months) | KO mice                             | Control mice                       |                                            |                | Presentation                                  |
|---------------|-----------------|-------------------------------------|------------------------------------|--------------------------------------------|----------------|-----------------------------------------------|
|               |                 | KO<br>Best1-<br>Cre+/-;<br>Clic4f/f | Ctrl<br>Clic4f/f                   | CreCtrl<br>Best1-<br>Cre+/-;<br>Clic4WT/WT | WT<br>C57BL6/J |                                               |
| Fundus        | 3 ± 1           | > 32 males                          | > 20 males                         | 12 males<br>5 females                      |                | Figs. 2a-f, 2k,<br>S3a, 3b, 3d,<br>3f, and 3g |
|               | 6 ± 1.5         | > 18 males                          | > 3 males                          | > 6 males                                  |                |                                               |
|               | 9 ± 1           | > 14 males                          | > 5 males                          | >3 males                                   |                |                                               |
|               | 12 ± 1.5        | > 16 males                          | > 11 males                         | > 3 males                                  |                |                                               |
|               | 13.5-21         | 13 males                            | 9 males<br>6 females               | 4 males                                    |                |                                               |
| OCT           | 3 ± 1           | > 8 males                           | > 4 males                          | 8 males<br>2 females                       |                | Figs. 2e, 2f,<br>2g, and 2k;<br>S3f, and S3g. |
|               | 6 ± 1.5         | > 13 males                          | > 6 males                          | > 6 males                                  |                |                                               |
|               | 9 ± 1           | > 14 males                          | > 5 males                          | > 3 males                                  |                |                                               |
|               | 12 ± 1.5        | > 16 males                          | > 11 males                         | > 4 males                                  |                |                                               |
|               | > 19.5          | > 7 males                           | > 11 males                         | > 3males                                   |                |                                               |
| ERG           | 1-2             | 6 males/12<br>eyes                  | 3 males/6<br>eyes                  |                                            |                | Figs. 1a-d,<br>S1                             |
|               | 3               | 8 males/16<br>eyes                  | 8<br>males/16<br>eyes              |                                            |                | Figs. 1a-d,<br>S1                             |
|               | 6 ± 1           | 3 males/6<br>eyes                   | 4 males/8<br>eyes                  |                                            |                | Figs. 1a-d,<br>S1                             |
|               | 9 ± 1           | 7 males/14<br>eyes                  | 6 males/12<br>eyes                 |                                            |                | Figs. 1a-d,<br>S1                             |
|               | 12 ± 1          | 4 males/8<br>eyes                   | 4 males/8<br>eyes                  |                                            |                | Figs. 1a-d,<br>S1                             |
| DC-ERG        | 1               | 4 females /<br>8 eyes               | 2 males<br>3<br>females/10<br>eyes |                                            |                | Figs.<br>S8b,8c                               |
| Dark Recovery | 3               | 2 males,4<br>females/12<br>eyes     | 2 males, 4<br>females/12<br>eyes   |                                            |                | Fig. 1e                                       |
|               | 6               | 5 males/10<br>eyes                  | 2 males,3<br>females/10<br>eyes    |                                            |                | Fig. 1e                                       |
|               | 9               | 4 males/8<br>eyes                   |                                    |                                            |                |                                               |

|                                       |          |                                              |                          |           |                   |                                               |
|---------------------------------------|----------|----------------------------------------------|--------------------------|-----------|-------------------|-----------------------------------------------|
|                                       |          |                                              | 1 male, 3 females/8 eyes |           |                   | Fig. 1e                                       |
| <b>OMR</b>                            | 7 ± 1.5  |                                              |                          |           | 1 male, 3 females | Figs. 1f, S2                                  |
|                                       | 9 ± 1.5  | 5 males, 2 females                           | 4 females                |           |                   | Figs. 1f, S2                                  |
| <b>Histology</b>                      | 6-8      | 3 males                                      | 3 males                  | 3 males   | 3 males           |                                               |
|                                       | 15-20    | 3 males                                      | 3 males                  | 3 males   |                   |                                               |
| <b>Retinal lipid staining</b>         | 3        | >3 males                                     |                          |           |                   | Figs. 5h, i                                   |
|                                       | 5-9      | >3 males                                     | 3 males                  | 3 males   |                   | Figs. 5a, 5h, 5i, S7a                         |
|                                       | 12 ± 0.5 | 3 males                                      | 3 males                  | 3 males   |                   | Figs. S7f, g                                  |
|                                       | 17±1     | 3 males                                      |                          |           |                   | Figs. 5 h, i                                  |
| <b>RPE wholemounts staining</b>       | 6        | >3 males                                     | >3 males                 | 3 males   |                   | Figs. 3j, k; S5c, S5d, S7b-d                  |
|                                       | 12 ± 0.5 | >3 males                                     | >3 males                 | > 3 males |                   | Figs. 2l; S7b, c                              |
| <b>Retinal section immunostaining</b> | 1-2      | 3 males                                      | 3 males                  | >3 males  |                   | Figs. S4a, b                                  |
|                                       | 3        | >3 males                                     | >3 males                 |           |                   | Figs. 3a, b, e, F; S9a                        |
|                                       | 6-9      | >3 males                                     | >3 males                 |           |                   | Figs. 2j, 3g, 5b-d, g; S3c, S7e, S9b          |
|                                       | >12      | >3 males                                     | >3 males                 | >3 males  |                   | Figs. 5e-g                                    |
| <b>qPCR</b>                           | 3        | 9 males                                      | 3 males                  | 3 males   | 6 males           | Fig. 4a; S6a, S6B                             |
| <b>RNAseq</b>                         | 3        | 7 males. 2 vs. Ctrl; 3 vs. WT 2 vs. CreCtrl; | 2 males                  | 2 males   | 3 males           | Figs. 4c, S6c, S6f                            |
| <b>EM</b>                             | 3 ± 1    | 1 male; 2 females                            | 1 male                   | 1 male    | 2 males; 1 female | Figs. 3d                                      |
|                                       | 6 ± 3    | 2 males; 4 females                           | 1 male                   | 2 males   |                   | Figs. 3c, h, i. 6a-j; S5a, 5b, S8a. Video 1-3 |
|                                       | 17-20    | 5 males                                      | 4 males                  |           |                   | Figs. 6g-j, S8a                               |
| <b>4-HNE ELISA</b>                    | 10-11    | 3 females                                    | 1 male, 2 females        |           |                   | Fig. S9c                                      |

**Supplementary Table 2.** List of the antibodies (Ab) and dyes. FFA: free fatty acid; TG: triglyceride; UC: unesterified cholesterol; EC: esterified cholesterol; PL: phospholipid; IgG: immunoglobulin.

| Antibody or dye                                                 | Description | Host Organism | Manufacture    | Cat# (clone)        | Validation                    | Dilution |
|-----------------------------------------------------------------|-------------|---------------|----------------|---------------------|-------------------------------|----------|
| ApoE                                                            | 1° Ab       | Goat          | Millipore      | AB947               | AB_2258475                    | 1:500    |
| ApoE                                                            | 1° Ab       | Goat          | Santa Cruz     | sc-6384             | AB_634036                     | 1:100    |
| CD45                                                            | 1° Ab       | Rat           | BD Biosciences | 550539 (30F-11)     | AB_2174426                    | 1:50     |
| CLIC4                                                           | 1° Ab       | Rabbit        | Homemade       | CUMC28 <sup>1</sup> | Chou et al., <sup>1</sup>     | 1:100    |
| Complement 3                                                    | 1° Ab       | Goat          | MP Biomedicals | 0855444             | AB_2334469                    | 1:50     |
| Complement 3 (Activated), C3 cleaved fragments (C3b, iC3b, C3c) | 1° Ab       | Rat           | Hycult Biotech | HM1065 (2/11)       | AB_10130996                   | 1:50     |
| Cre                                                             | 1° Ab       | Mouse         | Millipore      | MAB3120 (2D8)       | AB_2085748                    | 1:500    |
| Ezrin                                                           | 1° Ab       | Mouse         | Abcam          | ab4069 (3C12)       | AB_304261                     | 1:200    |
| Iba1                                                            | 1° Ab       | Rabbit        | Wako           | 019-19741           | AB_839504                     | 1:500    |
| Lamp2                                                           | 1° Ab       | Rat           | DSHB           | GL2A7 (P3U1)        | AB_2314734                    | 1:10     |
| MCT3                                                            | 1° Ab       | Rabbit        | Nancy J Philp  |                     | Philp et al., <sup>2</sup>    | 1:5000   |
| PLIN2                                                           | 1° Ab       | Rabbit        | Proteintech    | 15294-1-AP          | KO validated                  | 1:500    |
| PLVAP                                                           | 1° Ab       | Rat           | DSHB           | MECA-32 (SP2/0)     | AB_531797                     | 1:200    |
| Vimentin                                                        | 1° Ab       | Mouse         | Amersham       | RPN1102             | Sahlgren et al., <sup>3</sup> | 1:30     |
| Vimentin                                                        | 1° Ab       | Mouse         | DAKO           | M0725 (V9)          | AB_10013485                   | 1:500    |
| Vitronectin                                                     | 1° Ab       | Mouse         | Santa Cruz     | sc-74484 (D-8)      | AB_1131298                    | 1:100    |
| Alexa488 conjugated anti-goat IgG                               | 2° Ab       | Donkey        | Thermo Fisher  | A11055              | AB_2534102                    | 1:400    |
| Alexa568 conjugated anti-goat IgG                               | 2° Ab       | Donkey        | Thermo Fisher  | A11057              | AB_2534104                    | 1:400    |
| Alexa568 conjugated anti-mouse IgG                              | 2° Ab       | Donkey        | Thermo Fisher  | A10037              | AB_2534013                    | 1:400    |
| Alexa488 conjugated anti-rabbit IgG                             | 2° Ab       | Donkey        | Thermo Fisher  | A21206              | AB_2535792                    | 1:400    |
| Alexa568 conjugated anti-rabbit IgG                             | 2° Ab       | Donkey        | Thermo Fisher  | A10042              | AB_2534017                    | 1:400    |
| Alexa594 conjugated anti-rat IgG                                | 2° Ab       | Donkey        | Jackson        | 712-585 -153        | AB_2340689                    | 1:400    |

|                                           |                                       |  |                  |        |            |             |
|-------------------------------------------|---------------------------------------|--|------------------|--------|------------|-------------|
| Alexa 488<br>conjugated Phalloidin<br>dye | F-actin dye                           |  | Thermo<br>Fisher | A12379 | AB_2315147 | 1:400       |
| Alexa 647<br>conjugated Phalloidin        | F-actin dye                           |  | Thermo<br>Fisher | A22287 | AB_2620155 | 1:400       |
| DAPI                                      | Nuclear dye                           |  | Sigma            | D9542  | NA         | 0.3 $\mu$ M |
| Nile Red                                  | Lipid (FFA,<br>TG, UC, EC,<br>PL) dye |  | Sigma            | 19123  | NA         | 5mg/ml      |
| Oil Red O                                 | Lipid (FFA,<br>TG,<br>EC) dye         |  | Sigma            | O0625  | NA         | 3mg/ml      |

**Supplementary Table 3.** List of the primers.

| Gene ID             |          | Primer                                                    | Assay used                                       |
|---------------------|----------|-----------------------------------------------------------|--------------------------------------------------|
| <i>Clic4</i>        | Forward  | 5'-CATGTGCCACCACCACCAGA-3'                                | Genotyping (WT, 219 bp;<br>Floxed, 259 bp)       |
|                     | Reverse  | 5'-GACCAAGCTGGCCTCCAATTA-3'                               |                                                  |
| <i>Best1-Cre #1</i> | Forward  | 5'-AGGTGTAGAGAAGGCACTTAGC-3'                              | Genotyping ( <i>Best1</i> -Cre,<br>477 bp)       |
|                     | Reverse  | 5'-CTAATCGCCATCTTCCAGCAGG-3'                              |                                                  |
| <i>Best1-Cre #2</i> | Forward  | 5'-ATGCCCAAGAAGAAGAGGAAGGTGTCC-3'                         | Genotyping ( <i>Best1</i> -Cre,<br>320 bp)       |
|                     | Reverse  | 5'-TGGCCCAAATGTTGCTGGATAGTTTTTA-3'                        |                                                  |
| <i>Crb1</i>         | Forward1 | 5'-GTGAAGACAGCTACAGTTCTGATC-3'                            | Genotyping (WT, 220 bp;<br>; <i>rd8</i> ; 244bp) |
|                     | Reverse  | 5'-GCCCCATTTGCACACTGATGAC-3'                              |                                                  |
| <i>Clic4</i>        | Forward  | 5'-TGGTGAAAGCATTGGAAACT-3'                                | qPCR                                             |
|                     | Reverse  | 5'-GGCACAAGACTTCTTCGAGA-3'                                |                                                  |
| <i>Dcn</i>          | Forward  | 5'-ACATAACTGCGATCCCTCAAG-3'                               | qPCR                                             |
|                     | Reverse  | 5'-ACTGCCATTCTCCATAACGG-3'                                |                                                  |
| <i>Gapdh</i>        | Forward  | 5'-CCTTCCGTGTTCTTACCC-3'                                  | qPCR                                             |
|                     | Reverse  | 5'-CAACCTGGTCCTCAGTGTAG-3'                                |                                                  |
| <i>Hprt</i>         | Forward  | 5'- TCAGTCAACGGGGGACATAAA-3'                              | qPCR                                             |
|                     | Reverse  | 5'-GGGGCTGTACTGCTTAACCAG-3'                               |                                                  |
| <i>Ler3</i>         | Forward  | 5'-GCGCGTTTGAACACTTCTC-3'                                 | qPCR                                             |
|                     | Reverse  | 5'-ATGGCGAACAGGAGAAAGAG-3'                                |                                                  |
| <i>Mmp2</i>         | Forward  | 5'-CATGATCAACTTTGGACGCTG-3'                               | qPCR                                             |
|                     | Reverse  | 5'-ACTTGCAGTACTCGCCATC-3'                                 |                                                  |
| <i>Plvap</i>        | Forward  | 5'-AACTGTTGACTACGCGACG-3'                                 | qPCR                                             |
|                     | Reverse  | 5'-CGGCGATGAAGCGATTATAGT-3'                               |                                                  |
| <i>Rho</i>          | Forward  | 5'-CCCTTCTCCAACGTCACAGG-3'                                | qPCR                                             |
|                     | Reverse  | 5'-TGAGGAAGTTGATGGGGAAGC-3'                               |                                                  |
| <i>Rpe65</i>        | Forward  | 5'-ACCACTAACAGCTCATGTCAC-3'                               | qPCR                                             |
|                     | Reverse  | 5'-TGATAGAAAGGCTCAGATCCAAC-3'                             |                                                  |

## Supplementary Figures

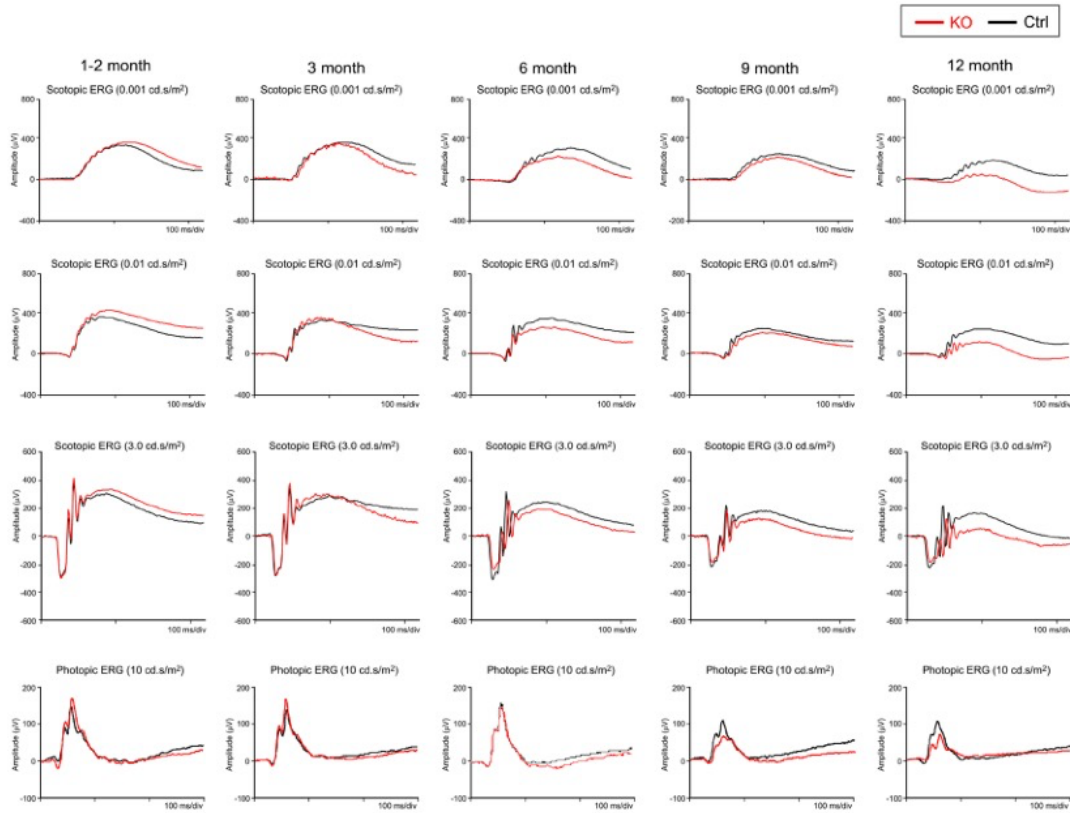

**Supplementary Figure 1.  $RPE^{\Delta Clic4}$  mice developed age-related ERG signal decline.** Related to Fig. 1a-d.

Representative scotopic (top three rows; 0.001, 0.01, and 3.0 cd.s/m<sup>2</sup>) or photopic (bottom row; 10 cd.s/m<sup>2</sup>) traces of ERG responses of Fig. 1a-d are shown for indicated ages of Ctrl (black trace) and KO (red trace) mice.

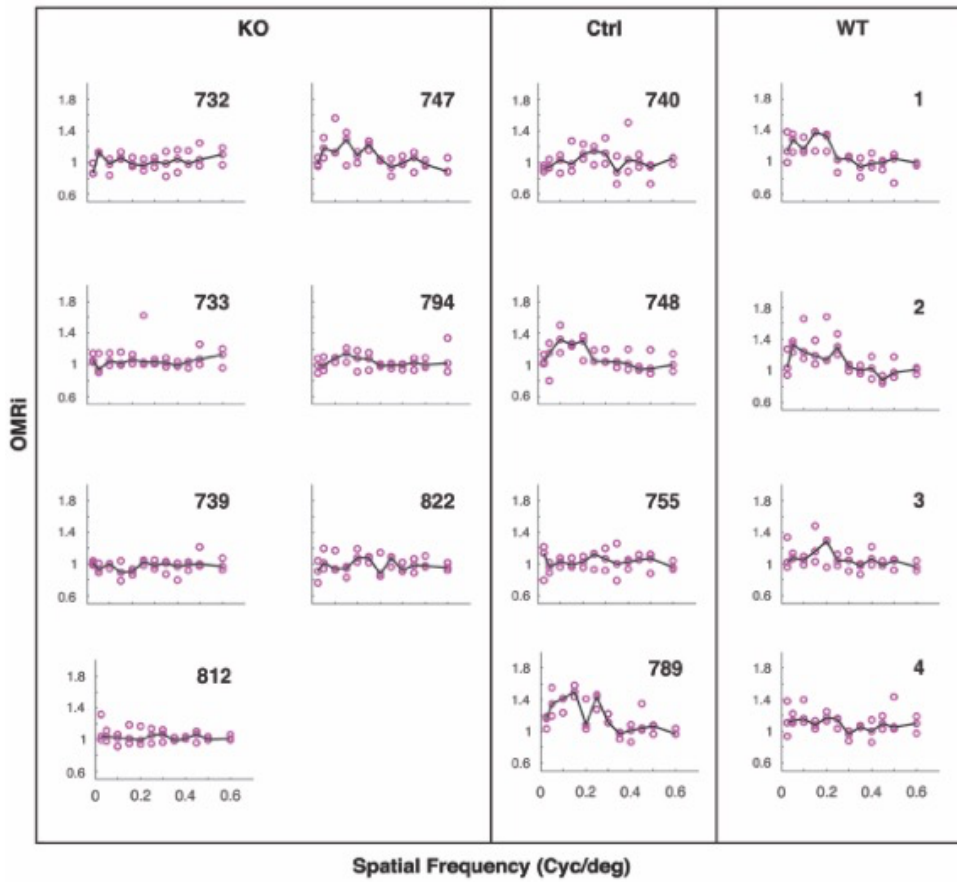

**Supplementary Figure 2. Spatial frequency curve comparison between KO, Ctrl, and WT mice.** Related to Fig. 1f.

Spatial frequency curves of the individual mice used for data presented in Fig. 1f. Dots represent OMRI for three independent trials per mouse. The individual mouse IDs are listed. Black lines are medians. Source data are provided as a Source Data file.

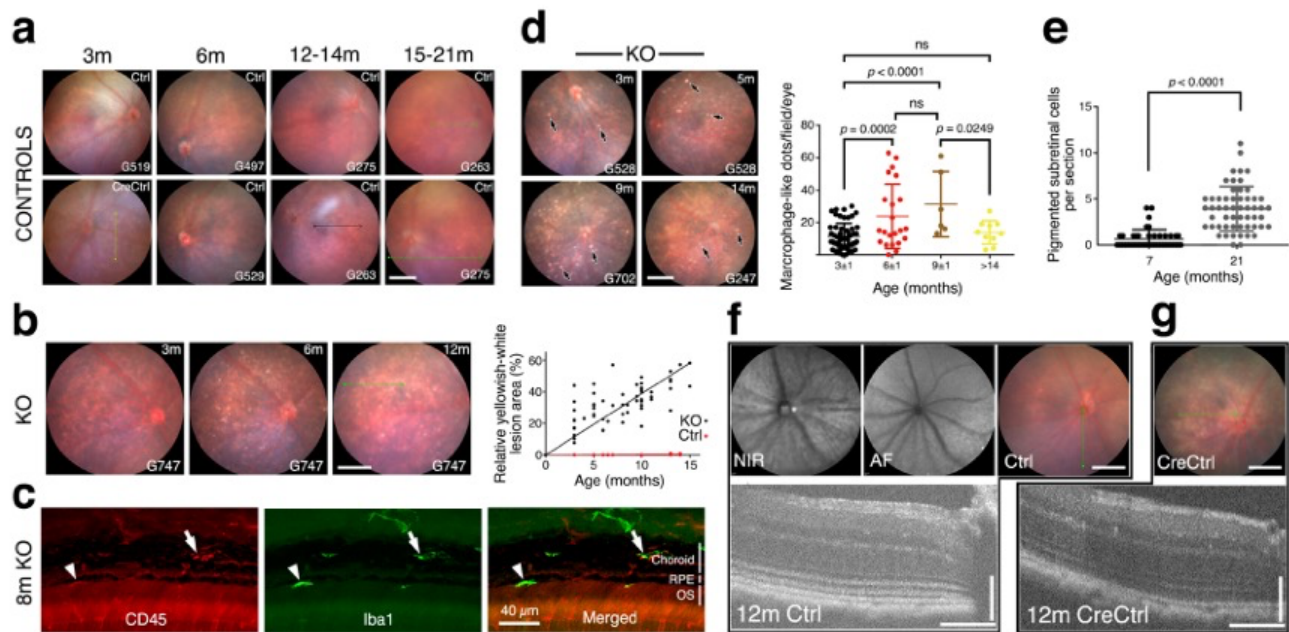

**Supplementary Figure 3. Age-related fundus and retinal histopathological changes of  $RPE^{\Delta Clic4}$  mice.** Related to Figure 2.

(a) shows the absence of fundus lesions in a gallery of 3-to-21-month-old mice of Ctrl and CreCtrl mice. Representative images of more than 3 independent experiments are shown; also see Supplementary Table 1.

(b) shows the fundus changes in a single mouse over time (left) and quantification of the yellowish-white fundus lesions (right). Each dot represents one mouse eye.  $n=11, 15, 20, 11$ , and  $3$  for  $3\pm 1, 6\pm 1, 9\pm 1, 12\pm 1$ , and  $14\pm 1$ -month-old mice, respectively.

(c) shows an  $Iba1^+/CD45^+$  macrophage in the subretinal space (arrowhead) and choroid (arrow) in an 8-month-old KO mouse. Representative images of 3 experiments are shown.

(d) shows macrophage (and/or microglia)-like bright circular lesions in representative KO mouse fundi (left) and their quantification (right). Each dot represents the lesion number counted in one fundus image of a single eye. Data collected from 56, 22, 6, and 10 eyes of  $3\pm 1, 6\pm 1, 9\pm 1$ , and  $>14$ -month-old mice, respectively are shown in Mean  $\pm$  SD. Two-tailed Student's  $t$ -test.

(e) shows the number of the subretinally localized pigmented cell bodies in 7-month-old (42 surveyed areas in  $N=3$  mice) and 21-month-old (55 surveyed areas in  $N=3$  mice) KO mice detected in the  $\sim 3.4$ mm long,  $4\mu m$ -thick retinal sections. Mean  $\pm$  SD and P-values (two-tailed Student's  $t$ -test) are shown. Of note, based on Toluidine blue staining, a small fraction of the pigmented cells might represent the pigment-engulfed immune cells in the 7-month-old mice. The Toluidine blue labeled immune cells were rarely seen in the aged mice, in agreement with the data in Fig. S3d.

(f) shows the near infrared (NIR), autofluorescence (AF), color fundus, and OCT of a 12-month-old Ctrl mouse. Representative images of 3 experiments are shown.

(g) shows the color fundus and SD-OCT of a 12-month-old CreCtrl mouse. Representative images of 3 experiments are shown.

The individual mouse IDs are shown in the fundus images (a, b, d, f). Scale bar = 400 (fundus photographs in a, b, d, f, g), and 100 (OCT images in f, g)  $\mu m$ . Source data of (b, d, e) are provided as a Source Data file.

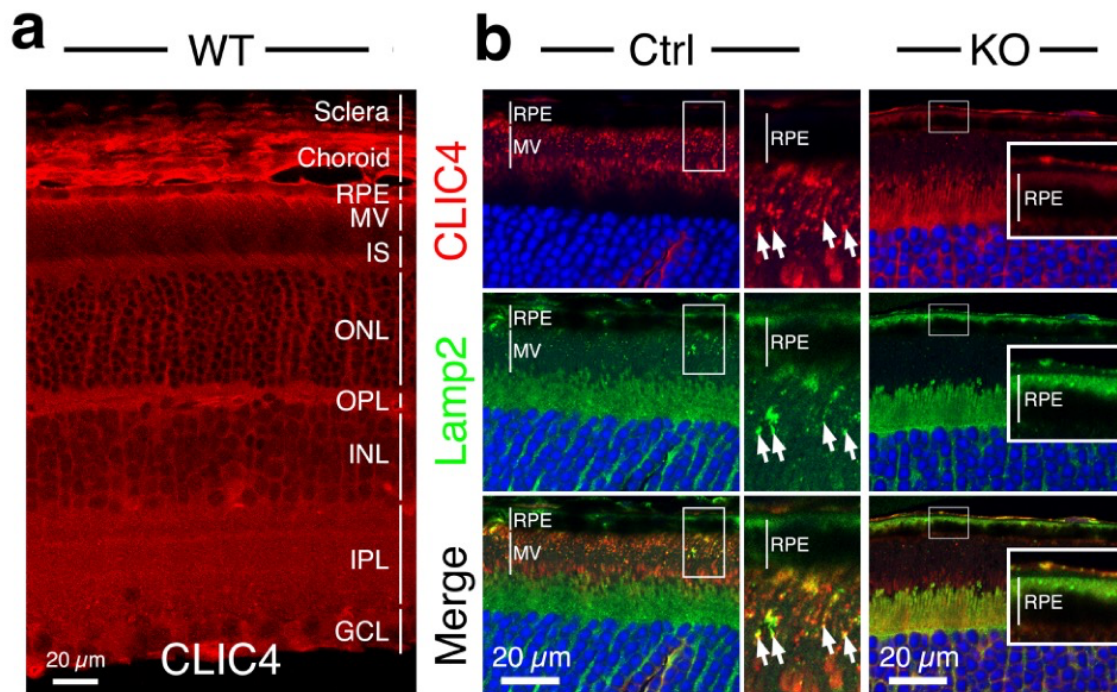

**Supplementary Figure 4. CLIC4 expression in the retina-RPE-choroid complex.** Related to Figure 3.

**(a)** 1-month-old WT mouse retinal section stained for CLIC4 (red). IS: inner segment; ONL: outer nuclear layer; INL: inner nuclear layer; OPL: outer plexiform layer; IPL: inner plexiform layer; GCL: ganglion cell layer. Representative images of at least 3 experiments are shown.

**(b)** 2-month-old mice (N=3) show CLIC4- and Lamp2-labeled puncta overlap in the RPE MVs of Ctrl mice (arrows). The 2-month-old KO mice had reduced RPE signals from CLIC4 and Lamp2. The remainder of Lamp2 was detected at the basal side of RPE monolayers. Representative images of 3 experiments are shown.

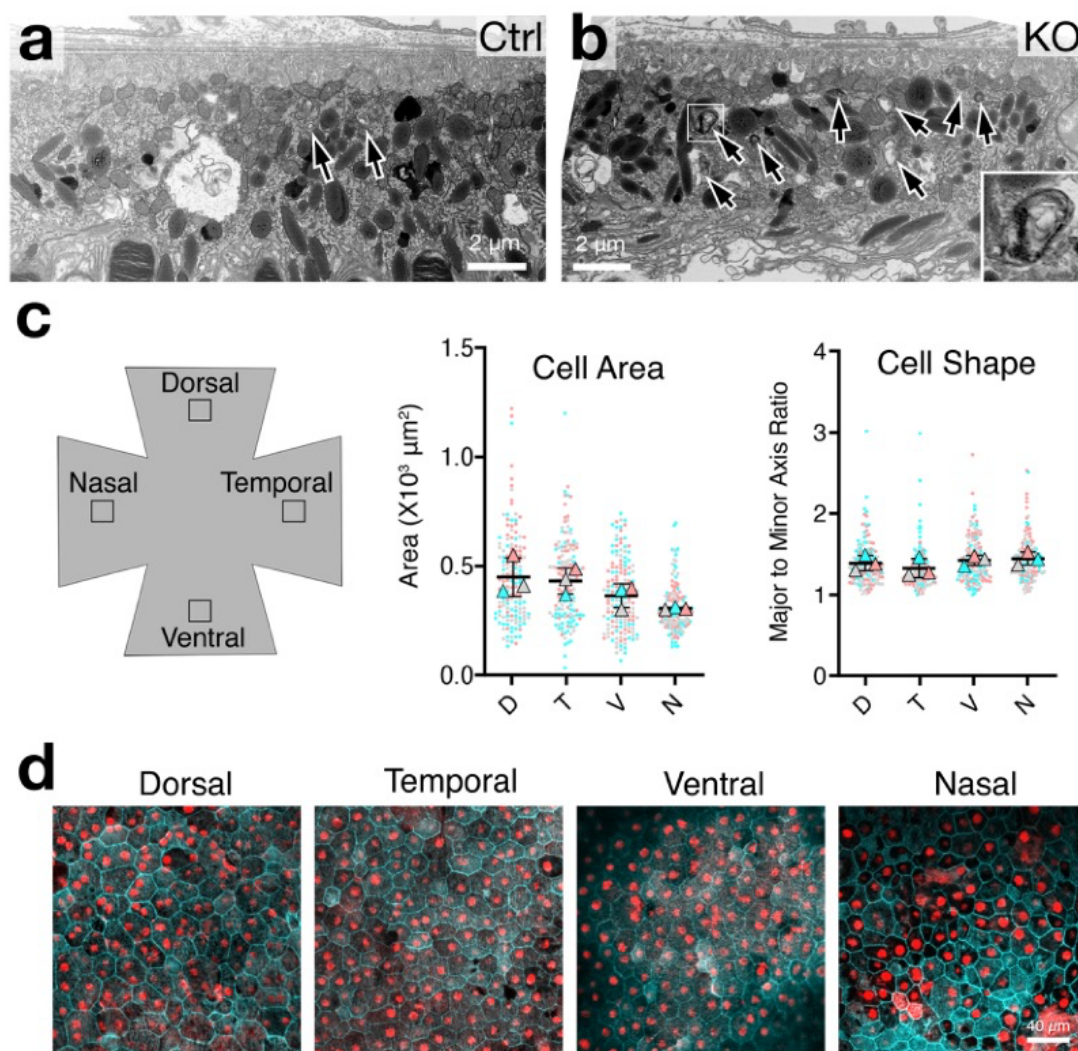

**Supplementary Figure 5. Autophagosome, cell size/shape, and Cre expression of  $RPE^{\Delta Clic4}$  mice.** Related to Fig. 3.

(a, b) Compared to the 6-month-old Ctrl mice (a), the age-matched KO (b) mice showed markedly more autophagosomes (arrows) at the basal side of the RPE cells. The autophagosomes often contained multilamellar dark membranes (inset: enlarged boxed area). Representative images of 3 experiments are shown. (c) Left: A schematic diagram depicting the survey areas of 6-month-old RPE flat mounts for F-actin staining. Right: Mean  $\pm$  SD of the cell area and cell shape of 6-month-old KO RPE cells in 4 different surveyed areas (D: dorsal; T: temporal; V: ventral; N: nasal) of N=3 mouse eyes (50 cells/area) are shown. Not significant by Two-tailed Student *t*-test.

(d) *En face* views of F-actin (cyan) and Cre recombinase (red)-labeled RPE sheets of different topographic regions in 3-month-old KO mice. Heterogenous cell shapes are readily observed. Representative images of 3 experiments are shown.

Source data of (c) are provided as a Source Data file.

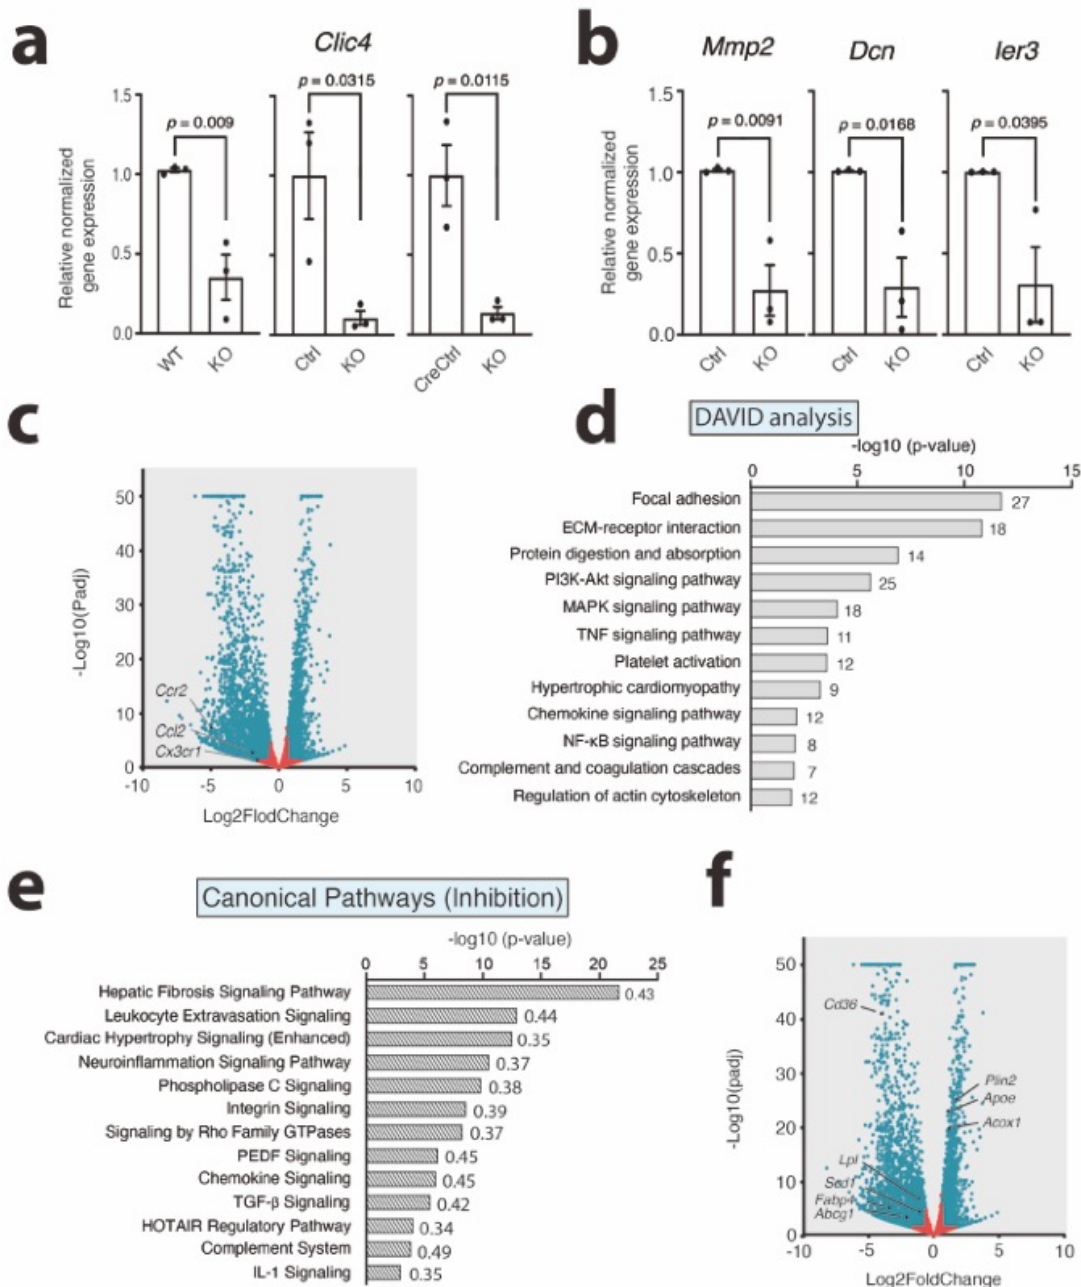

**Supplementary Figure 6. Gene expression and DEG-based pathway analyses of CLIC4 deficient RPE cells.** Related to Fig. 4.

(a) qPCRs demonstrate RPE loss of CLIC4 in 3-month-old KO (vs. WT, Ctrl, and CreCtrl) mice. Data are shown as means  $\pm$  SEM (N=3). Two-tailed Student's t-test.

(b) Supporting evidence of RNAseq. qPCR results of the indicated AMD-risk genes using RNAs isolated from RPE cells of 3-month-old Ctrl and KO mice. Data are shown as means  $\pm$  SEM (N=3). Two-tailed Student's t-test.

(c) Volcano plot (KO vs. WT RPE cells) with the AMD-related immunoregulatory genes marked.

(d) Examples of the DAVID analyses identified KEGG pathways that were enriched by the common DEGs shared by three groups (KO vs. WT, Ctrl, and CreCtrl RPE cells). The P-values and the numbers of the affected genes are shown.

(e) Examples of the IPA analysis identifying canonical pathways (inhibition) common in all three groups. The P-values and the ratios from the KO vs. WT group are shown.

(f) Volcano plot of the DEGs (KO vs. WT RPE cells). Several PPAR/LXR/RXR targets are marked.

For (c) and (f), the DEG that had  $-\log_{10}(P_{\text{adj}}) > 50$  were truncated as 50 in the figure.  $P_{\text{adj}} < 0.05$ ;  $FC > 1.5$  were considered as significantly changed (Cyan). Red indicates genes that were not significantly changed. Source data of (a, b, c, f) are provided as a Source Data file.

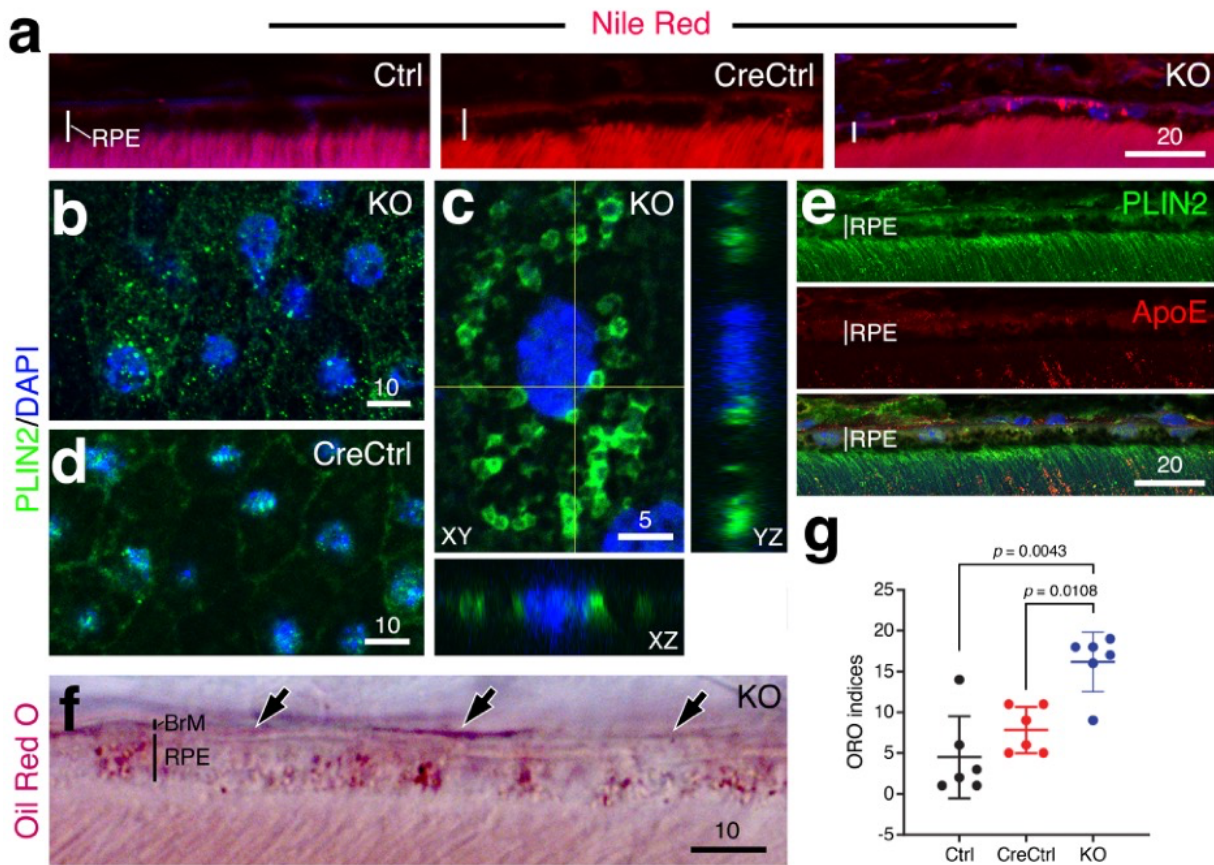

### Supplementary Figure 7. Dysregulated lipid and lipoprotein expression of $RPE^{\Delta Glic4}$ mice

Related to Fig. 5.

**(a)** Bright Nile Red stained large RPE cytoplasmic LDs and BrM of 6-month-old KO, but not age-matched Ctrl and CreCtrl mice.

**(b-d)** PLIN2 (and DAPI) staining of RPE flat mounts of KO (b, c; 12  $\pm$  0.5-month-old; N=3) and CreCtrl (d; 3-month-old, N=3) mice. Confocal images sectioned through the middle-basal (b, c) and apical (d) regions of KO and Cre-Ctrl RPE cells, respectively are shown. Enlarged views in (c) highlight the ring-shape, LD surface staining of PLIN2.

**(e)** 6-month-old CreCtrl mouse retinal section stained for ApoE and PLIN2.

Representative images of n=3 biologically independent samples are shown in (a-e).

**(f)** shows a representative image of bright Oil Red O-stained BrM patches in 12-18-month-old KO mice (arrows).

**(g)** Quantification of the Oil Red O (ORO)-stained BrM-localized deposits (indices; see Methods) in 12-month-old Ctrl, CreCtrl, and KO mice. Mean  $\pm$  SD of 6 surveyed areas in N=3 independent samples are shown. Two-tailed non-parametric Mann-Whitney U-test.

Scale bars (a-f) are shown in  $\mu$ m. Source data of (g) are provided as a Source Data file.

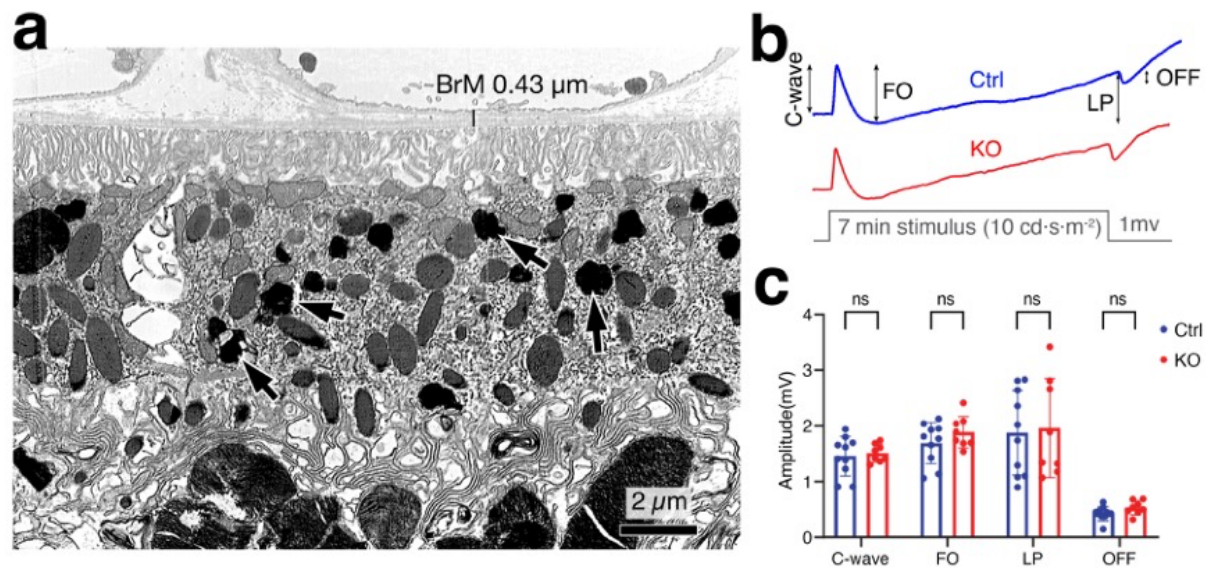

**Supplementary Figure 8. TEM of aged Ctrl RPE (a) and DC-ERG of young mice (b, c).** Related to Fig. 6 and Discussion.

(a) TEM image of the RPE-BrM-choroid complex of 18-month-old Ctrl mice (N=3). The notable senescence effects include increased lipofuscins (arrows) and less organized MVs.

(b, c) Representative DC-ERG tracing for 1-month-old Ctrl and KO mice recorded in response to a 7-min light stimulus. Amplitude (Mean  $\pm$  SD) of the major components (FO: fast oscillation; LP: light peak; OF: off-response) of the DC-ERG from N=10 eyes (Ctrl) and N=8 eyes (KO) are shown.  $p = 0.695, 0.0234, 0.831$  and  $0.098$  for c-wave, FO, LP and OFF, respectively. Not significant (ns). Two-tailed Student's  $t$ -test. Source data of (c) are provided as a Source Data file.

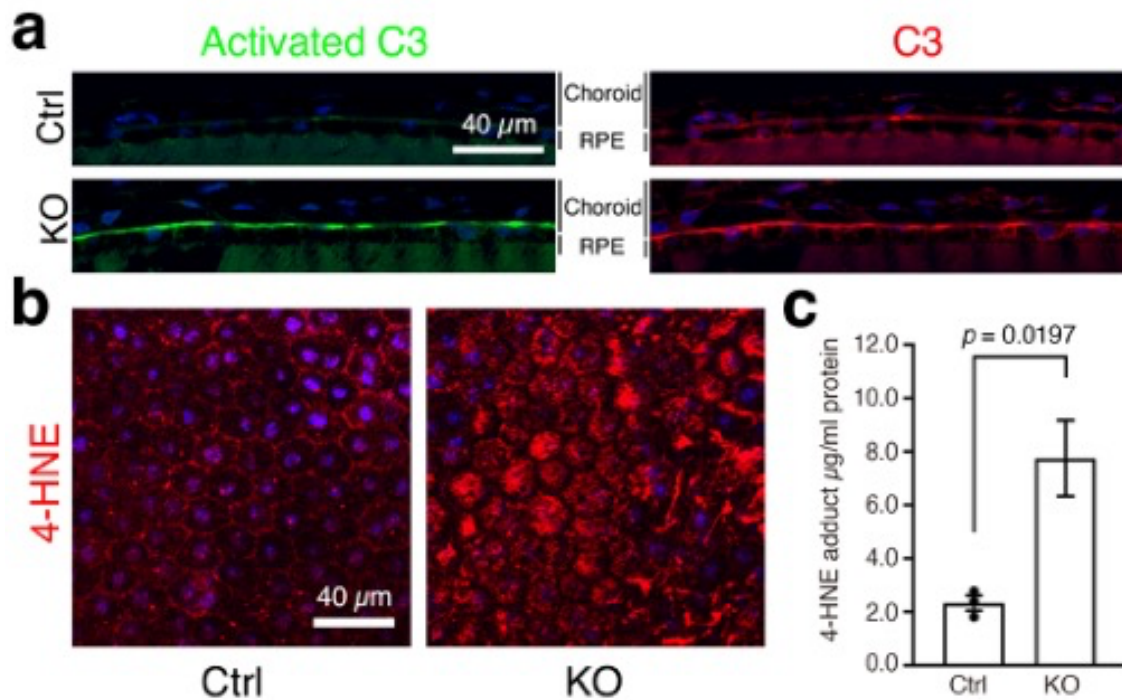

**Supplementary Figure 9. Complement activation and oxidative stress of CLIC4 deficient RPE cells.** Related to Discussion.

(a) RPE-choroid region of 3-month-old Ctrl and KO mice co-labeled with activated C3 and C3 cleaved products C3b/iC3b/C3c (green) as well as C3 (red). Blue: DAPI nuclear staining. Representative images of 3 independent experiments are shown.

(b) 4-HNE (red) and DAPI (blue) staining of 6-month-old Ctrl and KO mouse RPE flat mounts.

(c) ELISA quantification of 4-HNE in 10-month-old Ctrl and KO mice. Mean  $\pm$  SEM (N=3) are shown. Two-tailed Student's *t*-test. S Source data of (c) are provided as a Source Data file.

## Supplementary References

- 1 Chou, S. Y. *et al.* CLIC4 regulates apical exocytosis and renal tube luminogenesis through retromer- and actin-mediated endocytic trafficking. *Nat Commun* **7**, 10412, doi:10.1038/ncomms10412 (2016).
- 2 Philp, N. J., Yoon, H. & Grollman, E. F. Monocarboxylate transporter MCT1 is located in the apical membrane and MCT3 in the basal membrane of rat RPE. *Am J Physiol* **274**, R1824-1828 (1998).
- 3 Sahlgren, C. M. *et al.* Mitotic reorganization of the intermediate filament protein nestin involves phosphorylation by cdc2 kinase. *J Biol Chem* **276**, 16456-16463, doi:10.1074/jbc.M009669200 (2001).

# Supplementary material for: Retinal pigment epithelium-specific CLIC4 mutant is a mouse model of dry age-related macular degeneration
**Source:** Nat Commun. 2022 Jan 18;13:374. doi: 10.1038/s41467-021-27935-9
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Movie 1

Description: EM tomography related to Fig. 6. Stacked FIB-SEM images (covering 400 nm of z-thickness) depict the RPE-BrM-choroid complex of a 6-month-old CreCtrl mouse. Granular-shaped lipoprotein-like particles (arrows) emerge from the dark lipid raft microdomains expressed in the “endfoot” of the basal infoldings (arrowheads). The BrM displays plenty of similar lipoprotein-like particles (arrowheads). Fig. 6a is a single frame from this series of images.

File Name: Supplementary Movie 2

Description: EM tomography related to Fig. 6. Stacked FIB-SEM images (covering 200 nm of z-thickness) depict the RPE-BrM-choroid complex of a 6-month-old KO mouse. Open arrows point to an LD that emerges from the RPE cytosol to the subRPE extracellular space (yellow arrows). Fig. 6c and Supplementary Fig. 5 show two and six frames of this video, respectively.

File Name: Supplementary Movie 3

Description: EM tomography related to Fig. 6. Stacked FIB-SEM images of a 6-month-old KO mouse RPE-BrM-choroid complex (covering 560 nm of z-thickness). Arrows mark the LDs in the subRPE spaces that enter the BrM near the RPE basement membranes (BM).

# Supplementary material for: Retinal pigment epithelium-specific CLIC4 mutant is a mouse model of dry age-related macular degeneration
**Source:** Nat Commun. 2022 Jan 18;13:374. doi: 10.1038/s41467-021-27935-9
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Commercial software used include <http://mkweb.bcgsc.ca/color-summarizer/>; STAR (Version2.5.2); Cufflinks (Version 2.1.1) (<http://cole-trapnell-lab.github.io/cufflinks/>); DESeq2 package ; GraphPad Prism version 6; GraphPad Prism version 8 ; <https://david.ncifcrf.gov/summary.jsp>; Heatmapper;<http://www1.heatmapper.ca/>; SoftMax Pro 5.4. Open access software used include OKRmonitor program and OMR arena (published in doi:10.1016/j.jneumeth.2015.08.007 (2015); doi:10.1371/journal.pone.0078058 (2013); contacting author Dr. Tudor Badea); AnalyzerDCERGv7.exe (published in doi:10.3791/61491 (2020); contacting authors Dr. Wei Li and Kiyoharu Miyagishima).

Data analysis

For OMR analysis, offline head tracking was performed using the OKRmonitor program. OMR indices are calculated as a ratio of frames in which the mouse head moved in the correct versus incorrect direction. For visual acuity plots, curve fitting using the Matlab curve fitting toolbox (cftool) was performed, and optimal spatial frequency (with maximal OMRI) determined 3,4. Statistical significance was calculated using the Kolmogorov-Smirnov test (KS2) under Matlab (version 9.7).

For DC-ERG, we used the published software AnalyzerDCERGv7.exe for analyzing the amplitude of the c-wave (i.e., the pre-stimulus baseline to the peak of the c-wave), the amplitudes of the fast oscillation (i.e., the c-wave peak to the trough of the fast oscillation), the light peak (i.e., fast oscillation trough to the asymptotic value), and the off-response amplitude (i.e., the light peak to the peak of the off response).

To quantify the progression of the white-yellowish lesions, we used the Image Color Summarizer (<http://mkweb.bcgsc.ca/color-summarizer/>).

For RNAseq data analysis, nucleic acid reads were aligned and mapped to the GRCm38 (mm10) mouse reference genome by STAR (Version2.5.2)12, and transcriptome reconstructions were performed by Cufflinks (Version 2.1.1) (<http://cole-trapnell-lab.github.io/cufflinks/>). The abundance of transcripts was measured with Cufflinks in Fragments Per Kilobase of exon model per Million mapped reads (FPKM) 13. Gene expression profiles were constructed for differential expression, cluster, and principal component analyses with the DESeq2 package 14. For differential expression analysis, comparisons between KO vs. WT, Ctrl, or CreCtrl groups were conducted using parametric tests where read-counts follow a negative binomial distribution with a gene-specific dispersion parameter. Corrected p-values were calculated based on

the Benjamini-Hochberg method to adjust for multiple testing. Based on the statistics from the DESeq2 analysis, the volcano plot was made by using GraphPad Prism version 8 software. For GSEA 15,16, to avoid using an arbitrary threshold to select genes, we used ranked gene lists rather than a threshold to call DEGs for pathway analysis. The three sets of the significant Hallmark pathways (FDR<0.05) had 30 pathways in common. DAVID analysis (<https://david.ncifcrf.gov/summary.jsp>) was conducted using the common DEGs shared by all three sets (KO vs. Ctrl, CreCtrl, and WT). The canonical pathway enrichment analyses and upstream regulator pathway analyses were generated using Ingenuity Pathway Analysis (IPA; QIAGEN Bioinformatics). The parameters used for the cutoff of the significance of each pathway analysis were specified in the figure/table legends. The pathways shared by all three groups are presented.

For the heat maps, the mean and standard deviation of the FPKM values for each gene were calculated. The data were then normalized using the equation (FPKM value - Mean)/Standard Deviation. The heat maps were then created using Heatmapper (<http://www1.heatmapper.ca/>). The ELISA data analysis was collected SPECTRA Max (450nm) M2e plate reader (Molecular Devices Corp) and processed by SoftMax Pro 5.4. The average (presented asg per ml) and SEM were calculated based on the 4-HNE-BSA standard curves.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The authors declare that data supporting the findings of this study are available within the main text and supplementary materials. The source data underlying Figs. 1a-f, 3k, 4a, 4b, and 5i and Supplementary Figs 2, 3b, 3d, 3e, 5c, 6a, 6b, 6c, 6f, 7g, 8c, and 9c are provided as a Source Data File. All data are available from the corresponding author () upon reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Preliminary experiments were performed when possible to determine sample size, taking into account resources available and ethical, reductionist animal use.                                                                                                                                                                                                                                                                                                                                                       |
| Data exclusions | No data was excluded from analyses.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Replication     | Numbers of the experimental replication or the experiments that were performed independently for each specific result were indicated in the Figure Legends. The number of mice used are described in figure legends and Supplementary Table 1. All attempts of replication were successful.                                                                                                                                                                                                                        |
| Randomization   | All animals were assigned to groups based on their genotype.                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Blinding        | The data collection and analyses of mouse experiments and other experiments were blinded. For data collected by objective instruments, such as plate readers and qPCR cyclers and the investigators were not blinded to group allocation during data collection. However, investigator bias is not considered to contribute to the data because the investigator was blinded at the time of data analysis. RNAseq and pathway analyses were performed by a biostatistician who was blinded to experimental groups. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

ApoE goat antibody (Millipore #AB947, lot #3385779).  
 ApoE goat antibody (Santa Cruz Biotechnology Catalog #sc-6384).  
 Cre mouse antibody (Millipore #MAB3120, clone 2D8, lot #lv1532663).  
 Ezrin mouse antibody (Abcam #Ab4069, clone 3C12).  
 Complement 3 goat antibody (MP Biomedicals #0855444).  
 Activated C3 rabbit antibody (Hycult Biotech #HM1065, clone 2/11, lot #31650M0621).  
 CLIC4 rabbit antibody (Homemade affinity-purified CUMC28).  
 CD45 rat antibody (BD Biosciences #550539, clone 20-F11).  
 Iba1 rabbit antibody (Wako #019-19741, lot #WEM2922).  
 Lamp2 rat antibody (DSHB #GL2A7, clone P3U1).  
 MCT3 rabbit antibody (gift from Dr. Nancy J Philp).  
 PLVAP rat antibody (DSHB #MECA-32).  
 PLIN2 rabbit antibody (Proteintech #15294-1-AP).  
 Vitronectin mouse antibody (Santa Cruz, #sc-74484, clone D-8, lot #C0918).  
 Vimentin mouse antibody (Dako #M0725, clone v9, lot #M072501049201).  
 Vimentin mouse antibody (Amersham #RPN1102, batch 21).  
 Alexa568-conjugated anti-mouse IgG (Thermo Fisher #A10037, lot #1917938).  
 Alexa 488-conjugated anti-rabbit IgG (Thermo Fisher #A21206).  
 Alexa 594-conjugated anti-rat IgG (Jackson Immuno Research Labs #712585153).  
 Alexa 568-conjugated donkey anti-rabbit IgG (Thermo Fisher #A10042).  
 Alexa 488-conjugated anti-goat IgG (Thermo Fisher #A11055, lot #84B1-1).  
 Alexa 568-conjugated anti-goat IgG (Thermo Fisher #A11057, lot #1640316).

## Validation

Validation of each antibody are listed in Table S2 in Methods.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

The sex, age, and genotype of the mice used in all experiments are summarized in Table S1. Age of the experimental mice is also listed in Figure Legends. These mice were on a C57BL6/J (Jackson) background as described in the manuscript. Mice were housed in individually ventilated cages (Thoren Caging Systems, Hazelton, PA) on autoclaved aspen-chip bedding (PWI Industries Canada, Quebec, Canada); Cages are changed weekly in either a HEPA-filtered vertical flow change station. γ-irradiated feed (LabDiet 5053, PMI, St Louis, MO, containing 24.495% protein, 13.122% fat, 62.382% Carbohydrates) and acidified reverse osmosis water (pH, 2.5 to 2.8) provided ad libitum. The animal holding room is maintained at a relative humidity of 30 to 70%, the temperature of 21.5 ± 1 °C, well ventilated, and a 12:12 hour light: dark photoperiod.

## Wild animals

The study did not involve wild animals.

## Field-collected samples

No field-collected samples were used in this study

## Ethics oversight

All procedures using mice were approved by the Weill Medical College of Cornell University Institutional Animal Care and Use Committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

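The deposited table holds counts of reads per Ensembl gene in 14 libraries, which the authors made from stranded poly(A) libraries by aligning paired-end reads to GRCm38 with STAR. The paper's text does not name the counting tool, its strand setting or the annotation release. The authors' FPKM, made with Cufflinks according to the paper, were used only to set values beside the paper's. Every column of the table belongs to a library. Of the 42687 genes in the table, 42329 were found in GENCODE M21 (GRCm38), which gave their names and positions. The set of each KO library was read from the style of the sample titles and from Supplementary Table 1.

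From the counts, KO libraries were compared with the control libraries of their own set by edgeR's quasi-likelihood test, with TMM normalization, genes kept by filterByExpr and Benjamini-Hochberg adjustment. The paper's tool, DESeq2, was run as an alternative. The choices of test for each comparison, samples, covariates, named genes, gene sets, marker lists and alternatives were made before the data were examined, but not most tests of explanations for the patterns found. The genes named are every gene the paper names for this experiment, and up to 10 of the DEGs common to the 3 comparisons, of which there were 0 by the edgeR test. Results for some of these genes are not reported here, one by one or in the counts of results that changed under the alternatives. The abundant genes of a marker list are also named where a cell type is weighed. CPM of a comparison are scaled with the TMM factors of its set, and CPM in the closing observations and for the line through the 7 controls with TMM factors over all 14 libraries, so the 2 differ. CPM at the floor of 3 counts use the totals alone, and log2 CPM for the gene sets use a prior count of 2.

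Before use on the data, each test was run on simulated counts. These took their means and totals from the libraries and a spread set alike for every gene, with 200 well-counted genes changed. edgeR recovered 115 of these in the design of the WT set (15539 genes tested), 91 in that of the Ctrl set (15323 genes) and 80 in that of the CreCtrl set (16113 genes), with 10, 2 and 2 false calls. With 7 KO against 7 control libraries it recovered 173 (15451 genes), with 7 false calls. DESeq2 recovered 123, 101, 92 and 178 in the same order, with 22, 12, 10 and 31 false calls.

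The 12 marker lists share no gene with one another. Of their genes, the AMD-risk list holds 3 of the RPE list, 1 of the fibroblast list and 1 of the immediate-early list. The fibroblast list shares 3 genes with the set of collagens, laminins and integrins, the myeloid list 3 with the complement set and the immediate-early list 3 with the TNF/NF-kB set. At least 1 CPM was found in every library for 10 of 10 RPE, 10 of 10 fibroblast, 17 of 17 immediate-early, 9 of 11 myeloid, 7 of 10 endothelial, 7 of 15 rod, 5 of 7 melanocyte and Schwann cell, 5 of 5 erythrocyte, 4 of 5 sex, 3 of 7 pericyte and smooth muscle, 1 of 5 cone and 0 of 6 skeletal muscle genes.

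Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.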

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

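## Results flagged for a closer look

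The tests of stromal share and of myeloid cells were chosen only after the results they address were seen. CPM are scaled with TMM factors over all 14 libraries here, not within each set.

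In the 7 KO libraries, 8 of 74 items tested had 1 library far from the other 6, where about 5% would by chance. The values below are the gap to the nearest library as a share of the whole range, on log2(CPM + 1). KO replicate 2 of the Ctrl set was high in Cd36 (0.712, at 6.21 against 1.03 to 2.53 in the others), Fabp4 (0.646, 3.40 against 0.18 to 1.32), Pilra (0.666, 1.41 against 0 to 0.47) and Best1 (0.746, 1.92 against 1.15 to 1.35). KO replicate 1 of the WT set was high in Ccl2 (0.609, 3.98 against 0.40 to 1.80) and Cfi (0.608, 1.73 against 0.49 to 0.97), and KO replicate 2 of the WT set in Cnn2 (0.698, 7.36 against 6.82 to 6.98). KO replicate 1 of the CreCtrl set was low in Vtn (0.693, 5.82 against 6.21 to 6.38). Of the 11 myeloid markers, 10 were highest in KO replicate 2 of the Ctrl set among the 7 KO libraries. More myeloid cells in that library is therefore a candidate explanation for its place in Pilra and, less directly, Cd36 and Fabp4. Lyz2 reached 1358 CPM among the KO libraries against a median of 41.1 CPM, and C1qa 145 against 13.8 CPM, while Csf1r lay between 689 and 838 CPM in every KO library. This test says nothing about Best1. For the other libraries no explanation was tested, and no biological one follows from the design, since all 7 are of one genotype.

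The KO effect differed between the WT set and the Ctrl set for 909 genes and between the WT set and the CreCtrl set for 264, each by a test of the difference itself in edgeR. The WT libraries carry more fibroblast transcripts than the other controls. With a score of these transcripts as a covariate, 19 genes differed between the WT and Ctrl sets (2101 at an unadjusted p under 0.05) and 0 between the WT and CreCtrl sets (2033 at an unadjusted p under 0.05). This cannot be told apart from an effect of the control genotype, since the score follows KO and set. Control genotype, strain background, and any batch that goes with the set stay open and untested.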

How the results depend on the processing

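## How the results depend on the processing

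None of the alternatives below was chosen after a result was seen. The cause of a changed result was not tested unless it is named.

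The number of DEGs in KO vs. WT stayed within 1.5 times of 4887 under every alternative run, from 4230 to 4640 across the fits that each left out 1 library, and up to 5969 with all 14 libraries as 6 groups. In KO vs. Ctrl, where edgeR called 0 genes (1829 at an unadjusted p under 0.05 with the same fold change), all genes with at least 1 count gave 1658, DESeq2 1191 and all 14 libraries as 6 groups 647. For KO vs. CreCtrl, with 2498, all genes with at least 1 count gave 4287, all 14 libraries as 6 groups 703 and an unadjusted p 4459. In KO vs. all controls, with 4148, the fibroblast score as a further covariate left 0 (561 genes at an unadjusted p under 0.05). The score nearly follows KO, which the alternative's construction shows as a cause. Across the fits that each left out 1 library it went from 3587 to 4649 (KO vs. all controls: number of DEGs). With library size alone the share of higher DEGs in this comparison went from 39.6% (1641 higher, 2507 lower) to 16.4% (669 higher, 3403 lower).

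The common DEGs, 0 by edgeR, were 695 with all genes of at least 1 count, 519 with DESeq2, 234 with all 14 libraries as 6 groups and 840 at an unadjusted p. The AMD-risk genes called were 36 to 40 in the fits that each left out 1 library, and 38 to 45 under the other alternatives. Clic4 in KO vs. Ctrl had a log2 fold change of -1.63 and passed the threshold when all genes with at least 1 count were kept, and lay between -2.77 and -0.98 with 1 library left out. It kept its direction in every comparison under every alternative run.

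With the inter-gene correlation estimated from the data, camera called 0 of 10 gene sets in KO vs. WT, 0 in KO vs. Ctrl and 0 in KO vs. CreCtrl, and fry called 0 in KO vs. Ctrl. With 1 library of the WT set left out, 8 to 9 sets were called there. The genes whose KO effect differed between the WT and Ctrl sets were 596 with RLE normalization, and between the WT and CreCtrl sets 487 with at least 10 counts in every library. The correlation of log2 fold changes of the WT and Ctrl sets was 0.63 with at least 10 counts in every library and 0.59 by Spearman's method, and that of the Ctrl and CreCtrl sets 0.47 with at least 10 counts in every library.

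Libraries of one number in a set did not deviate together. The correlations of their deviations were 0.00, 0.06 and 0.15 in the WT set, -0.02 in the Ctrl set and -0.05 in the CreCtrl set, so the numbers do not pair the libraries. With the replicate number as a block, edgeR called 4543 genes in KO vs. WT, 113 in KO vs. Ctrl (0 higher), 3762 in KO vs. CreCtrl and 3870 in KO vs. all controls, with 40 common to the 3 comparisons.

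The direction of some genes reversed, counting values without a test only where they moved by at least the spread between replicates. In KO vs. Ctrl with library size alone, Timp2 had -0.0594 and Best1 -0.0644. Without KO replicate 2 of the Ctrl set, Trpm2 had -1.14 (up to 1.43 without another library), Fabp4 -1.68 (up to 1.52) and Pilra -0.40 (up to 1.67), without KO replicate 1 Cfi had -0.34 (up to 0.88), and without Ctrl replicate 1 Cx3cr1 had 0.52 (down to -1.63). In KO vs. CreCtrl with library size alone, Vegfa had -0.202, Fbln5 -0.0800 and Cnn2 -0.128, Vegfa had -0.0292 with at least 10 counts in every library, and Cfi had 0.12 without KO replicate 1 of the CreCtrl set (down to -1.17). Library size alone also moved the median of all genes tested, from 0.01 to -0.11 in KO vs. Ctrl and from -0.02 to -0.24 in KO vs. CreCtrl. The reversals with library size alone therefore cannot be told apart from a shift common to all genes. Of the other results for single genes and marker lists, 160 changed (31 moved, 65 weaker, 64 stronger) and 1899 did not. Values without a test count among the latter where they moved by less than the spread between replicates, even where their sign changed. This was so for 24 values of single genes with 1 library left out (Cd36, Scd1, Abcg1, Tgfb1, Col8a1, Timp2, Ddr1, Acad10, Timp3, Mmp3, Vtn, Best1 and Lss in KO vs. Ctrl, and Scd1, Vegfa, Vtn and Cnn2 in KO vs. CreCtrl) and for 2 values of the list of sex genes with library size alone. DESeq2 made 23 stronger and none weaker, and all 14 libraries as 6 groups made 20 weaker and 7 stronger.

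A set of 2 KO and 2 control mice gives no test with 1 library left out, so those values carry no p. Genes without a count in a group have no fold change but a bound set by the depth.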

Differences from the paper's values

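## Differences from the paper's values

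For the number of DEGs in KO vs. Ctrl, the paper gives 1059 and edgeR called 0 (1829 genes with the same fold change at an unadjusted p under 0.05). With DESeq2 the number was 1191, and none of the other alternatives set before the data were examined came within the limit. For KO vs. CreCtrl the paper gives 1611 and edgeR called 2498. Asking at least 10 counts of every library gave 2165, and no other alternative closed the gap, DESeq2 giving 3468. The paper gives 445 common DEGs against 0 here, and 519 with DESeq2, the only alternative that closed the gap.

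Log2 fold changes in KO vs. WT were set beside those of the ratio of mean FPKM in the source data of Fig. 4b. Hmcn1 had the paper's -1.98 and -4.19 here, Rdh5 the paper's 1.79 and 1.49, Abca4 the paper's 0.62 and 1.30, and Arhgap21 the paper's -1.36 and -0.62. None of the alternatives closed these gaps. Trpm3 had the paper's 0.95 and 1.25 here, with 1.00 by library size alone and 1.15 without WT replicate 2. Acad10 had the paper's 0.84 and 1.24 here, with 1.00 by library size alone, 1.16 without WT replicate 3 and 1.12 without KO replicate 3. No other alternative closed these 2 gaps. All 43 genes compared had the sign of the paper's value, and the 2 series correlated at r = 0.976.

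The paper counts 45 AMD-risk genes as altered in KO vs. WT, where edgeR called 42. DESeq2 called all 45, including Cfi, Cnn2 and Best1. The paper's text names TRPM2. Trpm2 was not called by edgeR (log2 fold change -2.68, adjusted p = 0.116) and was called by DESeq2 (adjusted p = 0.0331), and the source data of Fig. 4b name Trpm3.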

Other observations

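## Other observations

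Of the tests of explanations below, the correction for GC content and length and the counts of other splits were set beforehand, and all others were chosen only after the result was seen. The marker lists, and library size alone as an alternative for them, were also set beforehand. CPM are scaled with TMM factors over all 14 libraries here, not within each set.

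The KO libraries carried fewer transcripts of several cell types other than RPE. The median log2 fold changes in KO vs. WT, Ctrl and CreCtrl were -4.02, -2.93 and -3.56 for the fibroblast list, -3.77 (-3.59 with genes at the floor set to their bound), -3.71 and -3.26 for pericytes and smooth muscle, -1.86, -2.15 and -2.54 for endothelium, -1.64, -1.25 and -1.56 for skeletal muscle and -1.71, -0.66 and -3.24 for erythrocytes. They were -3.69, 0.24 and -2.86 for the myeloid list, 0.50, 0.66 and -3.00 for rods, -0.73, 0.64 and -2.68 for cones, -0.35, -0.25 and -0.69 for melanocytes and Schwann cells, -3.28, -2.81 and -3.10 for immediate-early genes, 1.73, 0.64 and 0.60 for RPE and 0.38, 0.10 and 0.25 for sex genes, which turn to -0.01 in KO vs. Ctrl with library size alone. Every KO library lay below every control library of its set for the fibroblast, pericyte, endothelial and immediate-early lists and above for the RPE list, where the smallest p of an exact permutation test is 0.1 for 3 against 3 and 0.333 for 2 against 2. Dcn ranged from 562 to 3213 CPM in the controls and from 24.9 to 235 CPM in KO libraries, Col1a2 had medians of 498 and 45.6, Col1a1 ranged from 90.9 to 1435 and from 6.36 to 104, Rgs5 from 160 to 1911 and from 10.9 to 83.5, and Mylk from 49.8 to 184 and from 5.56 to 26.5. Acta2 went the other way, from 80.9 to 295 in the controls and from 183 to 258 in KO libraries. All 10 fibroblast genes are found at 1 CPM or more in every library.

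The tables argue against several technical explanations of the lower fibroblast transcripts. The median log2 difference of the list, averaged over the sets, was -3.82 after every library was thinned to the smallest total, -3.78 with library size alone and -3.75 with the 10 most abundant genes of each library left out of the totals. In the fit of all libraries it was -3.40 after subtracting the median of genes of like GC content and length. A lower share of stromal cells of the choroid and sclera in the KO tissue stays open, and is a candidate explanation. On the line of the pericyte list on the fibroblast level through the 7 controls, 7 of 7 KO libraries lay within the 95% prediction interval, both on the linear scale, where it reaches below 0, and on the log2 scale. A lower share of every cell type other than RPE cannot be told apart from this by the rod list, since its medians went both ways between the sets (-0.16 on average) and its level varied between control libraries of one set by SDs of 1.44 to 2.31 on the log2 scale. The tissue was not examined here, and a loss of stromal cells in the KO mice, or a cleaner dissection of their RPE, are both within this explanation and untested.

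Clic4 itself followed the fibroblast level of the 7 controls, and 7 of 7 KO libraries lay within the 95% prediction interval of that line (6 of 7 on the log2 scale), which is wide, from 7.71 to 84.3 CPM at their mean fibroblast level. At the KO libraries' fibroblast level the line gives a mean of 46.0 CPM (22.2 to 69.9) against 22.9 CPM observed and 146 CPM in the controls. A lower share of stromal cells may therefore account for part of the fall of Clic4 in these libraries. The loss of Clic4 in RPE cells that the genotype predicts is not excluded. The paper reports such a loss of the protein by staining, largely gone from the RPE of KO mice but kept in their choroid. The line meets a fibroblast level of 0 at 36.2 CPM (14.5 to 58.0), above the observed mean. Its interval holds that mean, so these libraries alone cannot tell the loss in RPE cells from a lower stromal share. The line reaches below the controls' range, rests mainly on the WT libraries against the other controls, and set and genotype go together.

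Other patterns may follow the same share in part. For the immediate-early list 4 of 7 KO libraries lay within the interval on the log2 scale and 3 below it, which leaves this open, and the linear interval reaches below 0 and tells nothing. For oxidative phosphorylation 4 of 7 lay within it and 3 above, and 7 within it on the log2 scale. For fatty acid beta-oxidation 1 of 7 lay within it and 6 above, and 3 below it on the log2 scale. For the latter 2 sets the place of the KO libraries depends on the scale, chosen after the values were seen, as it does for the RPE list itself (5 of 7 above the interval, and 7 of 7 within it on the log2 scale). Stromal share and an effect of the KO therefore cannot be told apart for these 3 patterns. Egr1 ranged from 772 to 2673 CPM in the controls and from 47.6 to 321 CPM in KO libraries. Of the DEGs of KO vs. all controls whose interval leaves out the control mean, 79.0% lay within the interval of their line (74.4% on the log2 scale), against 74.9% of the other genes (57.7% on the log2 scale), so for the DEGs as a whole this decides little. The share was 95.8% for the lower DEGs (84.0% on the log2 scale) and 54.1% for the higher (61.9%), but these genes were chosen by the direction of their change in the KO libraries, so a lower stromal share cannot be told apart from an effect of the KO for either.

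Of the 10 splits of the 6 libraries of the WT set, 1 gave as many DEGs as the true one, 1 as many AMD-risk genes and 3 as many gene sets, the true one included, a design in which the share cannot be under 0.1. Of 100 splits of the 7 and 7 libraries, 1, the true one, gave as many DEGs of KO vs. all controls, which argues against a grouping by luck.

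Rpe65 and Plvap are among the genes named by the paper for RPE purity in WT tissue. The log2 fold changes in KO vs. WT, Ctrl and CreCtrl were 1.78, 0.69 and 0.65 for Rpe65 and -1.42, -0.67 and -1.77 for Plvap.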
